# Transcriptomic signatures responding to PKM2 activator TEPP-46 in the hyperglycemic human renal proximal epithelial tubular cells

**DOI:** 10.3389/fendo.2022.965379

**Published:** 2022-08-31

**Authors:** Zhimin Wang, Jiating Yu, Dan Hao, Xin Liu, Xiao Wang

**Keywords:** transcriptomic analysis, human renal proximal epithelial tubular cells, high D-glucose, TEPP-46, diabetic kidney disease

## Abstract

Pyruvate kinase M2 (PKM2), as the terminal and last rate-limiting enzyme of the glycolytic pathway, is an ideal enzyme for regulating metabolic phenotype. PKM2 tetramer activation has shown a protective role against diabetic kidney disease (DKD). However, the molecular mechanisms involved in diabetic tubular have not been investigated so far. In this study, we performed transcriptome gene expression profiling in human renal proximal tubular epithelial cell line (HK-2 cells) treated with 25 mM high D-glucose (HG) for 7 days before the addition of 10 μM TEPP-46, an activator of PKM2 tetramerization, for a further 1 day in the presence of HG. Afterwards, we analyzed the differentially expressed (DE) genes and investigated gene relationships based on weighted gene co-expression network analysis. The results showed that 2,902 DE genes were identified (adjusted *P*-value ≤ 0.05), where 2,509 DE genes (86.46%) were co-expressed in the key module. Four extremely downregulated DE genes (*HSPA8*, *HSPA2*, *HSPA1B*, and *ARRB1*) and three extremely upregulated DE genes (*GADD45A*, *IGFBP3*, and *SIAH1*) enriched in the downregulated endocytosis (hsa04144) and upregulated p53 signaling pathway (hsa04115), respectively, were validated by qRT-PCR experiments. The qRT-PCR results showed that the relative expression levels of *HSPA8* [adjusted *P*-value = 4.45 × 10^-34^ and log_2_(FC) = -1.12], *HSPA2* [adjusted *P*-value = 6.09 × 10^-14^ and log_2_(FC) = -1.27], *HSPA1B* [adjusted *P*-value = 1.14 × 10^-11^ and log_2_(FC) = -1.02], and *ARRB1* [adjusted *P*-value = 2.60 × 10^-5^ and log_2_(FC) = -1.13] were significantly different (*P*-value < 0.05) from the case group to the control group. Furthermore, the interactions and predicted microRNAs of the key genes (*HSPA8*, *HSPA2*, *HSPA1B*, and *ARRB1*) were visualized in networks. This study identified the key candidate transcriptomic biomarkers and biological pathways in hyperglycemic HK-2 cells responding to the PKM2 activator TEPP-46 that can highlight a possibility of PKM2 tetramerization reshaping the interplay among endocytic trafficking through the versatile networks of Hsp70s and rewiring the crosstalk between EGFR signal transduction circuits and metabolic stress to promote resilience, which will be valuable for further research on PKM2 in DKD.

## Introduction

Diabetic kidney disease (DKD) is continuing to impose the highest burden and the strongest correlation with mortality due to the increasing diabetes incidence globally (1). The presentation of DKD in the clinic shows an extreme phenotypic heterogeneity (2). Patients with diabetes will not always develop clinically evident DKD even in the setting of poor glycemic control. This heterogeneous clinical cohorts derived the impetus to uncover endogenous protective factors against the development of DKD (3). The ratio between the tetramer and dimer structure of pyruvate kinase M2 (PKM2) mediates cellular glycolytic reshuffling and metabolic phenotype through its precise allosteric regulation, acting as a keystone in cellular glycolytic remodeling (4, 5). Tetrameric PKM2 has shown a protective role against the progression of DKD and chronic kidney disease (CKD) in type 1 and type 2 diabetes from clinical individuals, partly by rewiring the plethora of carbon compounds to catabolism, reducing toxic glucose metabolites, and thereby circumventing energy consumption and redox stress from synthesis (3, 6). The small-molecule allosteric agent TEPP-46 could transfer the dimeric PKM2 from a loose state (T-state) to a stable and compact state (R-state) to form a tetramer by binding to a pocket of the PKM2 subunit interface (5, 7). PKM2 tetramerization by TEPP-46 possesses high PK enzyme activity and blocks its nuclear translocation (5). TEPP-46 could restore hyperglycemia-induced glomerular and tubular metabolic phenotypes, further inhibiting fibrosis progression in DKD (3, 8).

Recently, the clinical relevance of decreased proximal reabsorption and hyperfiltration by sodium glucose cotransporter 2 inhibitors (SGLT2i) to improve the renal outcomes in patients with diabetes revolutionized the treatment of DKD and CKD, further establishing the core status of the renal proximal tubular center (9). Proximal tubular epithelial cells (PTECs) are metabolically active to impose a high energy demand for its reabsorption and transport processes. Due to its physiologic role, PTECs are susceptible to nutritional stress such as in the diabetic context. Increased reabsorption of glucose and sodium in PTECs under chronic hyperglycemic stress triggers renal hyperfiltration and exacerbates hypoxia, playing a crucial role in preserving the diabetic state and renal injury (10, 11). Compared with other metabolically active cells such as cardiomyocytes or skeletal muscle cells, PTECs show a relatively low metabolic flexibility toward glycolysis and mainly rely on fatty acids as energy source (12). Glycolytic adaptation or maladaptation of PTECs couples metabolic resilience to cell fate and the process of DKD, which remains poorly understood.

In our study, we explored the transcriptomic changes and mechanisms in response to PKM2 activator TEPP-46 in the hyperglycemic human renal proximal epithelial tubular cell line (HK-2 cells) *in vitro* to reveal the pathophysiological networks involved in the glycolytic reprogramming of hyperglycemic PTECs and thus to update and reshape the prevention strategy for DKD. A total of six independent replicates of HK-2 cells with three replicates in the case/control groups were used. We conducted a genome-wide transcriptome study in HK-2 cells cultured with high D-glucose (HG) for 7 days with (case group) or without (control group) the addition of TEPP-46 for another 1 day in the presence of HG to reveal differentially expressed (DE) genes; meanwhile, the gene co-expression network relationships are constructed by the weighted gene co-expression network analysis (WGCNA) tool (13) because the co-expressed genes with similar expression patterns across samples are controlled by the same transcriptional regulatory programs (14, 15). A DE gene-related biological enrichment analysis was subsequently performed to identify the potential functions in the major module of co-expression networks to reveal the candidate biomarkers to provide new mechanistic opportunities to remodel the cell resilience of PTECs.

## Materials and methods

### Cell culture and transcriptomic sequencing

Cultured HK-2 cells were obtained from Beijing Beina Chuanglian Biotechnology Research Institute, where they were cultured in Dulbecco’s modified eagle medium with low glucose (Sigma-Aldrich Inc., St. Louis, MO, USA) supplemented with 10% fetal bovine serum (Sigma-Aldrich, St. Louis, MO, USA), 10 units/ml penicillin, and 10 mg/ml streptomycin and maintained in a continuous culture at 37°C in a humidified atmosphere (5% CO_2_) in an incubator. The growth medium was shifted every 2 or 3 days, and the cells were sub-cultured until further measurements at 80% colony confluency. The obtained HK-2 cells were exposed to 25 mM HG medium as the hyperglycemic condition for 7 days. Thereafter, three replicates of cells exposed to HG were separately treated with (case group) or without (control group) 10 μM TEPP-46 for 1 day. We extracted 2 μg RNA per cell replicate sample for the RNA sample preparation, generated the sequencing libraries using NEBNext Library Prep Kit (NEB, USA) following the manufacturer’s recommendations, and sequenced these on the Illumina Hiseq X Ten platform to generate the 150-bp paired-end reads step by step.

### Quality control, alignment, and differentially expressed analysis

Quality control of raw data was done based on three criteria: the contaminated reads for adapters (> 5 bp adapter sequences), low quality reads (Phred quality value ≤19 more than 15%), and reads with Ns (Ns >5%). The filtered clean reads were then aligned to the human reference genome GRCh38.p13 (Genome Reference Consortium Human Build 38) using HISAT2 software (version 2.1.0) (16). Afterwards, the fragments per kilobase million mapped reads (FPKM) (**Supplementary File S1**) (17, 18) were calculated based on the read counts derived for each gene using HTSeq software (version 0.6.0) (19). We used R package DESeq2 (version 1.30.0) for DE gene analysis (20–22) and then calculated the *P*-value by Wald’s test and corrected the multiple testing by the Benjamini–Hochberg method to achieve the adjusted *P*-value. In this study, we considered the analyzed genes of adjusted *P*-value ≤0.05 as the DE genes and those log_2_(FC) >0 and log_2_(FC) <0 as upregulated and downregulated genes, respectively.

### Major module of the co-expression network and their associations with TEPP-46 treatment

We constructed the gene co-expression network for the similarity measurement between the gene expression profiles by Pearson correlation coefficients of the matrix using R package WGCNA (13). 

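The median absolute deviation of each gene was calculated over the FPKM values of the 6 libraries with the scaling constant that R applies by default. It was at least 0.01 in 21067 genes. Without the constant, 20635 genes passed, and on the scales of log2(FPKM + 1) and log10(FPKM + 1) 21287 and 19359 genes passed. Of the genes in the table, 1561 were at 0 in every library.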

A total of 21,067 genes were filtered out of 29,483 genes that were used for DE analysis based on the median absolute deviation ≥0.01 in this study. The β power parameter (soft threshold) was equal to 5 when the *R* ^2^ of the free-scale topology was equal to 0.8 (**Supplementary Figure S1**). The modules whose eigengenes are correlated above 0.75 were merged, as the cut height for the modules was set to merge at 0.25. Module association between the module eigengenes and the TEPP-46 treatment status (*i*.*e*., 0, 0, 0, 1, 1, 1 for the control and case groups, respectively) was calculated for the relevant module identifications. The module significance (MS) was calculated to evaluate the correlations, *i*.*e*., the module with the highest MS score belongs to the key module (13), where top MS genes in the association analysis (*P*-value < 0.1) were assigned for functional enrichment analysis.

### Biological pathway enrichment analysis of differentially expressed genes in the key module

The biological Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was investigated for the important enrichments in the associations between the top MS genes and the gene-related biological functions. R package *clusterProfiler* (version 3.6) (23) was applied to test the statistical enrichments of KEGG pathways with DE genes in the key modules with high MS scores.

### Protein–protein interactive analysis and predicted microRNAs based on the candidate differentially expressed genes

Based on the STRING database (https://string-db.org) (24), the interaction scores were calculated and the protein–protein interactions (PPIs) were predicted for the candidate DE genes. The PPI networks were built according to the known interactions of human species and visualized by the Cytoscape software (version 3.5.1) (25). The target microRNA (conserved sites) predictions of the candidate DE genes were performed using TargetScan software (version 7.0) that provided the ranks based on the predicted regression according to the cumulative weighted context++score (CWCS) (26).

### Experimental validations

Qualitative reverse transcription polymerase chain reaction (qRT-PCR) was used to validate candidate DE genes using the re-cultured and re-treated cells. The method of 2−^ΔΔCt^ was used to calculate the relative gene expression levels. Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) was chosen as the internal gene for qRT-PCR experiments, and 2× SYBR Green qPCR Master Mix (High ROX) (Servicebio, Wuhan, China) was used to perform the qRT-PCR experiments. All the primers for the qRT-PCR experiments are shown in **Supplementary Table S1**.

## Results

### Statistics of quality control and alignment

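RNA of HK-2 cells, an established line of human renal proximal tubular epithelial cells, was sequenced from 3 control and 3 case replicates. All replicates were exposed to 25 mM HG medium for 7 days, and the case replicates were then treated with TEPP-46, which activates the enzyme PKM2, at 10 μM for 1 day. The authors aligned the reads to GRCh38.p13, counted them on genes and converted the counts to FPKM, the reads of a gene scaled to its length and to the reads of its library. The values analysed here were these FPKM values of 29483 genes in the 6 libraries. The library sizes behind them were derived from the read counts of the first 1969 of the 2902 DE genes listed in Supplementary File S2, and whole reads per gene were then recovered from the FPKM values. The recovered reads equalled the listed counts exactly for 1947 (98.9%) of these genes. They summed to between 17375595 and 18630587 reads in the control replicates and between 15359534 and 16704612 reads in the case replicates, so every case library held fewer such reads than any control library. For the comparison, the FPKM values were divided by one median-of-ratios factor per library (0.944 to 1.04), 0.1 was added, and the sums were transformed to log2. The 13599 genes with a mean FPKM of at least 0.5 over the 6 libraries were tested with limma with an intensity trend, and the P-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p of at most 0.05 were taken as DE genes, as in the paper, and log2 fold changes are case minus control. The median over genes of the SD between replicates was 0.09 in the control group and 0.19 in the case group on the log2 scale. FPKM values of single genes are given before scaling. An exact permutation test of 3 replicates against 3 cannot give a p below 0.1.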

After quality control, the average of 45,781,340 (96.75%) clean reads were filtered from 47,317,956 raw reads by removing 1,160,096 (2.45%) adapter polluted reads, 251,479 (0.53%) low-quality reads, and 125,041 (0.27%) ploy-N reads. The 7,097,693,400 raw bases were also filtered to 6,867,201,000 clean bases, while the percentage of the Q30 bases increased to 93.13 from 92.84% (**Table 1**). Afterwards, 44,472,637 of them were uniquely mapped to the human reference genome with a mapping rate of 97.14%, where 18,261,167 (41.06%) and 902,185 (2.03%) uniquely mapped reads were located in the exon and intron regions, respectively (**Table 1**).

**Table 1:** Statistics of quality control and alignment to human reference genome (GRCh38.p13).

Sample	Raw read number	Raw base number (Q30 base rate %)	Adapter polluted read number (%)	Low-quality read number (%)	Ploy-N read number (%)	Clean read number (%)	Clean base number (Q30 base rate %)	Mapped clean read number to reference genome (%)	Mapped clean read number (%) in exons of reference genes	Mapped clean read number (%) in introns of reference genes
HG1	48,909,654	7,336,448,100 (92.98)	732,722 (1.50)	219,180 (0.45)	70,820 (0.14)	47,886,932 (97.91)	7,183,039,800 (93.20)	46,597,334 (97.31)	19,291,203 (41.40)	806,613 (1.73)
HG2	47,359,384	7,103,907,600 (92.80)	675,864 (1.43)	337,124 (0.71)	83,178 (0.18)	46,263,218 (97.69)	6,939,482,700 (93.13)	44,866,400 (96.98)	18,748,424 (41.79)	818,605 (1.82)
HG3	47,542,838	7,131,425,700 (92.84)	2,126,872 (4.47)	192,338 (0.41)	261,400 (0.55)	44,962,228 (94.57)	6,744,334,200 (93.17)	43,678,133 (97.14)	18,195,761 (41.66)	781,807 (1.79)
HGTEPP1	47,027,902	7,054,185,300 (93.01)	2,045,470 (4.35)	171,772 (0.36)	173,294 (0.37)	44,637,366 (94.92)	6,695,604,900 (93.26)	43,421,950 (97.28)	18,183,221 (41.88)	661,783 (1.52)
HGTEPP2	46,777,790	7,016,668,500 (93.24)	633,516 (1.35)	311,876 (0.67)	88,754 (0.19)	45,743,644 (97.79)	6,861,546,600 (93.55)	44,481,632 (97.24)	17,597,949 (39.56)	1,224,360 (2.75)
HGTEPP3	46,290,168	6,943,525,200 (92.17)	746,130 (1.61)	276,586 (0.60)	72,800 (0.16)	45,194,652 (97.63)	6,779,197,800 (92.44)	43,790,373 (96.89)	17,550,446 (40.08)	1,119,942 (2.56)
Mean	47,317,956	7,097,693,400 (92.84)	1,160,096 (2.45)	251,479 (0.53)	125,041 (0.27)	45,781,340 (96.75)	6,867,201,000 (93.13)	44,472,637 (97.14)	18,261,167 (41.06)	902,185 (2.03)
SD	818,337	122,750,502 (0.33)	656,293 (1.39)	61,247 (0.13)	70,309 (0.15)	1,079,426 (1.43)	161,913,969 (0.34)	1,070,057 (0.16)	612,880 (0.90)	199,841 (0.46)

% indicates the percentage. HGTEPP1, HGTEPP2, and HGTEPP3 indicate the case groups that were treated with 10 μM TEPP-46 in 25 mM HG medium. HG1, HG2, and HG3 indicate the control groups that were treated without TEPP-46 in 25 mM HG medium.

### Identified differentially expressed genes

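TEPP-46 treatment was followed by 1792 DE genes among the genes tested here, of which 998 were upregulated and 794 were downregulated. An unadjusted p under 0.05 was found for 4495 genes. The expression values of case and control did not overlap in 1788 of the 1792 DE genes, and in 40.5% of all tested genes, where chance gives 10%. The number of DE genes depended on single replicates. Without control replicate 1, 2, or 3, there were 105, 69, and 87 DE genes. Without case replicate 3 there were 192, and without case replicate 2 there were 3495. The division into upregulated and downregulated genes depended on the scaling of the libraries. With the FPKM values unscaled, the median log2 fold change of the tested genes was -0.08, and 662 genes were upregulated and 1124 downregulated. With every library rescaled to the same FPKM sum (TPM), the median was -0.20, and 381 genes were upregulated and 2383 downregulated.

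**Figure D1:**
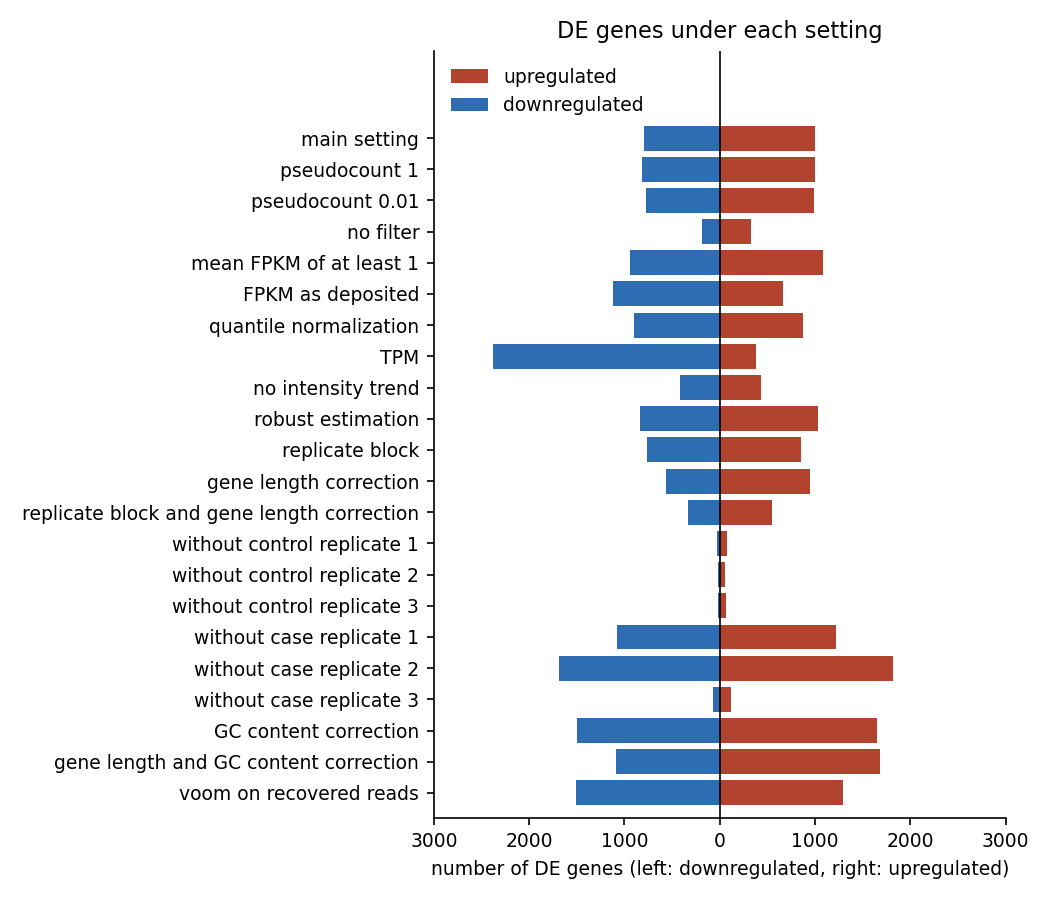
Number of downregulated (bars to the left) and upregulated (bars to the right) DE genes under each setting of the processing. The main setting gave 794 and 998, and each setting without a control replicate gave between 69 and 105 DE genes in all. The last 3 settings were chosen after the data had been seen.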

In this study, we identified 2,902 DE genes (adjusted *P*-value ≤ 0.05) including 1,413 downregulated DE genes and 1,489 upregulated DE genes. All the details of the 2,902 DE genes with chromosome positions, gene names, gene descriptions, read counts for each gene along with different samples, log_2_(FC) values, *P*-values, adjusted *P*-values, and regulation status are listed in the **Supplementary File S2**, where the top 10 downregulated DE genes and upregulated DE genes are shown in **Table 2**. We found that the most downregulated DE gene was *HSPA8* [log_2_(FC) = -1.12], while the most upregulated DE gene was *PPP1R15A* [log_2_(FC) = 1.15]. 

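*HSPA8* (ENSG00000109971) encodes a heat shock protein of the HSP70 family and lies on chromosome 11 of GRCh38 from 123057489 to 123063230. It was covered by 8958 to 24883 reads per library, and its log2 fold change was -1.13 (standard error 0.07, adjusted p = 0.00152 by limma). *PPP1R15A* (ENSG00000087074), which encodes a regulatory subunit of protein phosphatase 1, lies on chromosome 19 from 48872212 to 48876059. Its FPKM was 30.6 ± 0.258 (SD, n = 3) in the control group and 81.4 ± 5.53 (SD, n = 3) in the case group. The log2 fold change of *PPP1R15A* was 1.48 with a standard error of 0.09, and its p ranked 1 among all tested genes, followed by that of *HSPA8* at rank 2. Both were DE genes without each replicate in turn. *HSPA8* has processed pseudogenes elsewhere in the genome, and how reads shared with them were counted is not known from the FPKM values.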

The log_2_(FC) values varied from -1.36 to 1.64 among the top 10 downregulated DE genes and upregulated DE genes (**Table 2**). Moreover, 143 out of 2,902 DE genes were recognized as extremely filtered according to the criterion of |log_2_(FC)| ≥ 1, where 87 and 56 of them were the extremely downregulated and upregulated DE genes, respectively (**Supplementary File S2**).

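In the FPKM values analysed here, the 10 downregulated genes of Table 2 were all downregulated DE genes, and the 10 upregulated genes were all upregulated DE genes. None of them had overlapping case and control values. The log2 fold changes ran from -1.38 for *HSPG2* (standard error 0.22) to -0.77 for *GPRC5A* (standard error 0.09) in the downregulated genes, and from 1.03 for *TRIB3* (standard error 0.09) to 1.62 for *DDIT3* (standard error 0.12) in the upregulated genes. The largest adjusted p, 0.0143 by limma, belonged to *HSPG2*. The upregulated genes were DE genes without each replicate in turn. Without any one of the control replicates, *NAV1* and *HSPG2* were not DE genes, and without control replicate 1 or 2 *MYO18A* was not. *NAV1* was also not a DE gene with the replicate number as a block and a correction for gene length together. *MT1E* belongs to a family of similar metallothionein genes, between which reads could be shared.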

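Among the DE genes found here, 130 had an absolute log2 fold change of at least 1, of which 69 were upregulated and 61 were downregulated. Of these, 34 upregulated and 18 downregulated genes are annotated as not coding for proteins, 4 and 1 have no annotated type, and 13 upregulated and 18 downregulated genes had a mean FPKM below 1. Adding a pseudocount of 1 in place of 0.1 left 41 upregulated and 8 downregulated genes, and with TPM there were 45 and 198. Without control replicate 1, 2, or 3, there were 38, 32, and 36 upregulated and 18, 10, and 15 downregulated genes of this kind. There were 39 and 21 without case replicate 3, and 158 downregulated genes without case replicate 2. A limma treat test against an absolute log2 fold change of 0.5 left 18 upregulated and 4 downregulated genes.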

**Table 2:** Top 10 downregulated and upregulated differentially expressed genes.

Ensembl gene ID	Gene name	Full description	log_2_(FC)	Adjusted *P*-value	Regulation status
ENSG00000109971	*HSPA8*	Heat shock protein family A (Hsp70) member 8	-1.12	4.45 × 10^-34^	Down
ENSG00000134369	*NAV1*	Neuron navigator 1	-1.31	1.83 × 10^-20^	Down
ENSG00000168497	*SDPR*	Sporulation delaying system autorepressor	-1.23	2.38 × 10^-18^	Down
ENSG00000143375	*CGN*	Cingulin	-1.13	3.52 × 10^-15^	Down
ENSG00000126803	*HSPA2*	Heat shock protein family A (Hsp70) member 2	-1.27	6.09 × 10^-14^	Down
ENSG00000135074	*ADAM19*	ADAM metallopeptidase domain 19	-1.05	5.97 × 10^-13^	Down
ENSG00000013588	*GPRC5A*	G protein-coupled receptor class C group 5 member A	-0.76	1.86 × 10^-12^	Down
ENSG00000196535	*MYO18A*	Myosin XVIIIA	-1.04	5.57 × 10^-12^	Down
ENSG00000142798	*HSPG2*	Heparan sulfate proteoglycan 2	-1.36	1.14 × 10^-11^	Down
ENSG00000204388	*HSPA1B*	Heat shock protein family A (Hsp70) member 1B	-1.02	1.14 × 10^-11^	Down
ENSG00000087074	*PPP1R15A*	Protein phosphatase 1 regulatory subunit 15A	1.51	5.12 × 10^-43^	Up
ENSG00000255717	*SNHG1*	Small nucleolar RNA host gene 1	1.48	6.14 × 10^-37^	Up
ENSG00000169715	*MT1E*	Metallothionein 1E	1.45	9.03 × 10^-37^	Up
ENSG00000140961	*OSGIN1*	Oxidative stress induced growth inhibitor 1	1.41	4.76 × 10^-30^	Up
ENSG00000081041	*CXCL2*	C-X-C motif chemokine ligand 2	1.08	5.00 × 10^-28^	Up
ENSG00000170385	*SLC30A1*	Solute carrier family 30 member 1	1.36	8.76 × 10^-28^	Up
ENSG00000123689	*G0S2*	G0/G1 switch 2	1.31	1.97 × 10^-26^	Up
ENSG00000175197	*DDIT3*	DNA damage inducible transcript 3	1.64	9.45 × 10^-26^	Up
ENSG00000101255	*TRIB3*	Tribbles pseudokinase 3	1.05	5.26 × 10^-24^	Up
ENSG00000116717	*GADD45A*	Growth arrest and DNA damage inducible alpha	1.06	3.44 × 10^-19^	Up

The obvious division between the upregulated DE genes and downregulated DE genes based on log_2_(FC) values can be observed, where the range of log_2_(FC) values reached from -2 to 4 for the downregulated and upregulated DE genes (**Figure 1A**). 

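The log2 fold changes of the DE genes found here ran from -3.35 (standard error 0.64) to 6.06 (standard error 1.19). The lowest belonged to *SNORD116-2*, which was listed at 0 in every case replicate, so that its value depends on the pseudocount. The highest belonged to ENSG00000280614, which lies on chromosome 21 from 8393419 to 8394341 within a copy of the 45S ribosomal RNA repeat. Its FPKM values were 0.116, 0.725, and 5.42 in the control replicates and 16.1, 88.3, and 178.5 in the case replicates. It was not a DE gene with no filter on low values, without the intensity trend, with robust estimation, or without control replicate 1 or 2 or case replicate 3. Copies of this repeat are nearly identical, so reads could be shared between them. The log2 fold change was above 2 in 16 DE genes and above 4 in 3.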

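On chromosome 19, 54 upregulated and 32 downregulated DE genes were found among the 908 tested genes. The upregulated share was 62.8%, against 55.3% of the DE genes on all other chromosomes (Fisher's exact test, two-sided, p = 0.183, adjusted over all chromosomes 0.624). Genes are not independent replicates in this test. The share depended on which case replicates were used. Without case replicate 1, there were 54 upregulated and 85 downregulated DE genes, a share of 38.9% (Fisher's exact test, adjusted p = 0.00718). Without case replicate 2, there were 150 and 46, a share of 76.5% (Fisher's exact test, adjusted p = 8.31e-12). With each library corrected for GC content, a setting chosen after the data had been seen, the share was 66.7% with all replicates, 60.7% without case replicate 1, and 69.2% without case replicate 2. With the FPKM values unscaled it was 40.8%, against 37.1% of all DE genes, and with TPM it was 18.3%, against 13.8%, so that these scalings lowered the share of all DE genes as well.

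**Figure D2:**
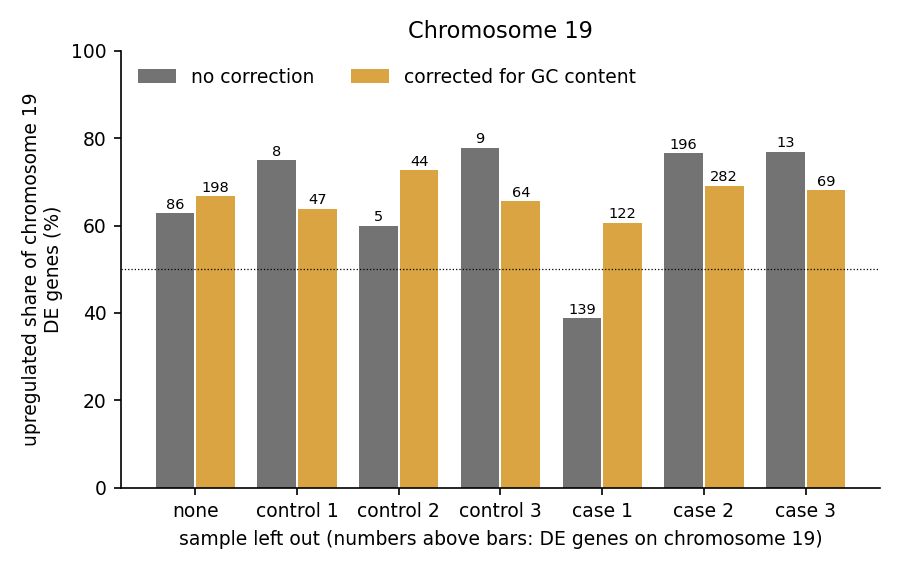
Upregulated share (%) of the DE genes on chromosome 19 with no sample left out and with each sample left out in turn, without and with a correction for GC content. Numbers above the bars are DE genes on the chromosome, and the dotted line marks equal numbers in both directions. The share without case replicate 1 is 38.9% before and 60.7% after the correction.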

The downregulated and upregulated DE genes were evenly located on different chromosomes, whereas chromosome 19 appeared to have more upregulated DE genes (*n* = 111) than downregulated genes (*n* = 46) (**Figure 1B**). On chromosome 13, the upregulated DE genes (*n* = 14) and downregulated genes (*n* = 28) are unevenly distributed as well. 

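The same count on chromosome 13 gave 11 upregulated and 17 downregulated DE genes among 219 tested genes, an upregulated share of 39.3% (Fisher's exact test against all other chromosomes, p = 0.0869, adjusted p = 0.479). After a correction for gene length there were 12 upregulated and 9 downregulated DE genes on this chromosome. No chromosome had an adjusted p of at most 0.05 in this count of 1782 DE genes with a chromosome.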

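The 6 samples were clustered on log10(FPKM + 1) of the 130 genes past the fold change criterion, scaled per gene, with Euclidean distance and complete linkage. The first division of the tree placed 6 of 6 samples with their own group, as it did with average linkage and with correlation distance. These genes were chosen for their difference between the same samples. On all tested genes, a setting added after the data had been seen, 4 of 6 samples were placed with their own group.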

With the additional filtering of |log_2_(FC)| ≥1, the transformed FPKM values of 143 extremely filtered DE genes were clustered into case/control groups separately. 

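For the 61 genes with lower expression in the case group, the median FPKM was between 2.25 and 2.66 in the control replicates and between 0.803 and 1.02 in the case replicates. Among the 69 genes with higher expression in the case group, it was between 1.61 and 1.88 in the control replicates and between 5.24 and 5.58 in the case replicates. Each of these genes had case values that did not overlap its control values.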

Meanwhile, in the downregulated status, the gene expressions of the control group showed apparently higher levels than the case group and *vice versa* (**Figure 1C**). The top three significant pathways for the 143 extremely DE genes were prion disease (hsa05020, adjusted *P*-value = 5.65 × 10^-3^), extracellular matrix–receptor interaction (hsa04512, adjusted *P*-value = 5.65 × 10^-3^), and parathyroid hormone synthesis, secretion, and action (hsa04928, adjusted *P*-value = 7.74 × 10^-3^) in the downregulated category (**Figure 1D**). In the upregulated category, they were mineral absorption (hsa04978, adjusted *P*-value = 7.20 × 10^-5^), rheumatoid arthritis (hsa05323, adjusted *P*-value = 2.24 × 10^-4^), and IL-17 signaling pathway (hsa04657, adjusted *P*-value = 2.24 × 10^-4^) (**Figure 1D**).

**Figure 1:**
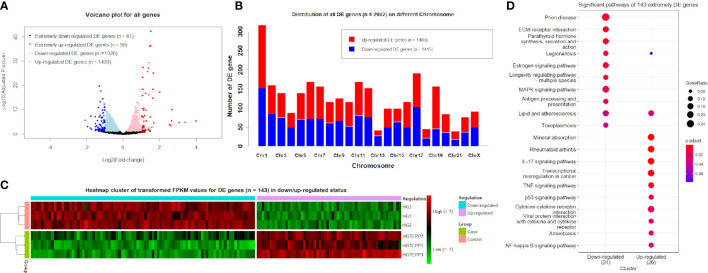
Identified differentially expressed (DE) genes. **(A)** Volcano plots for all genes based on log_2_(FC) values and adjusted *P*-values. Genes with thresholds of adjusted *P*-value ≤0.05 are identified as DE genes, while genes with thresholds of adjusted *P*-value ≤0.05 and |log_2_(FC)| ≥1 are identified as extremely DE genes. **(B)** Distribution of DE genes (*n* = 2,902) on different chromosomes. **(C)** Heat map cluster for DE genes (*n* = 143) in downregulated and upregulated status. The colors from green to red indicate the gene expression levels from low to high after the transform of log_10_(FPKM + 1). HGTEPP1, HGTEPP2, and HGTEPP3 indicate the three replicate samples in the case groups that were treated with 10 μM TEPP-46 in 25 mM HG medium, while the rest of the three samples are in the control groups that were treated without TEPP-46 in 25 mM HG medium. **(D)** Significant pathways for extremely DE genes (*n* = 143) under the downregulated and upregulated categories.

### The key module of the co-expressions for all genes

The weighted DE gene network of the co-expression interactions showed a high level of overlap densities among 31 modules that was visualized in the topological overlap matrix clusters with the assigned module colors using the average linkage hierarchical clustering algorithm (**Figure 2**). The case group with TEPP-46 treatment was clustered with the dark orange module into a group, which was far from the key clustered turquoise, blue, and brown modules (**Figure 3A**). The 31 modules included the genes with similar co-expressions, where 6,770 genes were grouped into turquoise module as the key module, followed by 2,112 genes into blue module and 1,717 genes into brown module (**Figure 3B**). 

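In place of the co-expression modules, which were not calculated here, the separation of the 6 samples was measured by principal components of the log2 values of all tested genes. The first component held 37.2% of the variance. The control replicates scored between -27.8 and -22.9 on it, and case replicates 1, 2, and 3 scored 30.5, 9.55, and 34.4. The difference of the group means was 49.6 (exact permutation test, two-sided, p = 0.1, the smallest p this design allows). Of the genes that passed the filter on the median absolute deviation, 6762 (32.1%) had case values that did not overlap the control values. Of these, 4390 were lower and 2372 were higher in the case group by FPKM as deposited. After the median-of-ratios scaling, 3523 of the genes that passed were lower and 3122 were higher without overlap, so the balance depends on the scaling.

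**Figure D3:**
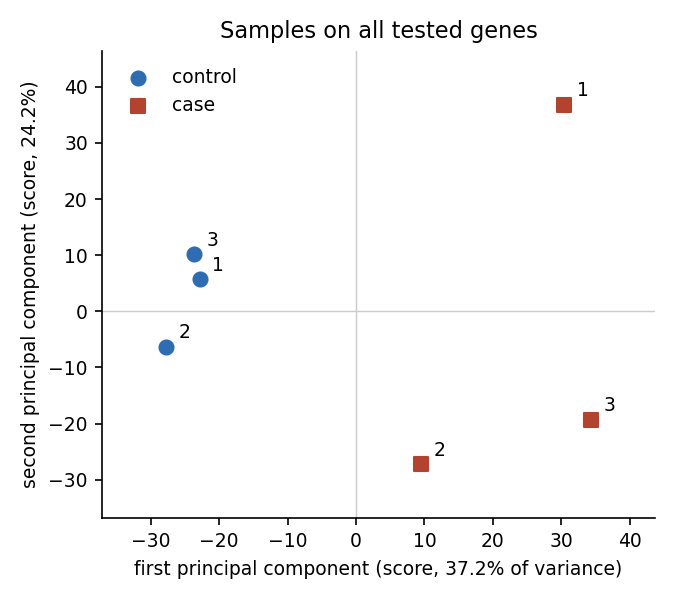
Scores of the 6 samples on the first and second principal components of all tested genes. Circles are control and squares are case replicates, numbered 1 to 3. The control replicates lie close together, and case replicate 2 has the lowest score of the case group on the first component, 9.55.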

The module–TEPP relationship results showed that the TEPP-46 treatment status had a highly negative correlation with the turquoise module (-0.95, *P*-value = 0.004) and the magenta module (-0.81, *P*-value = 0.05) (**Figure 3C**).

**Figure 2:**
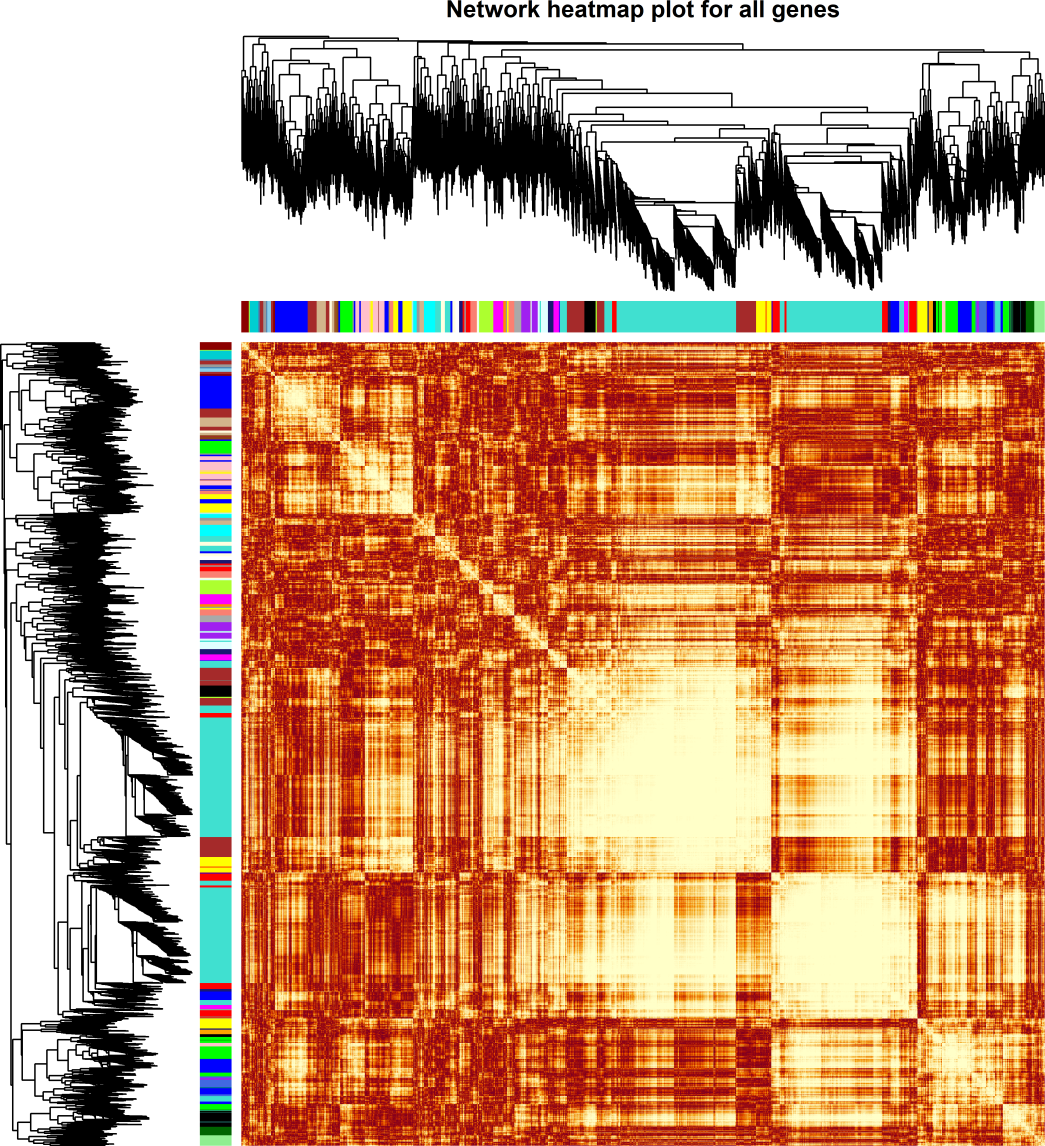
Weighted differentially expressed (DE) gene network heat map with assigned modules. The gene dendrogram and module assignment are shown along the left side and at the top, where the genes were clustered in the dendrogram with dissimilarity based on topological overlap and the axe colors indicate the different modules. The color intensity inside the heat map represents the overlap degree, where the lighter color represents a low overlap and the darker red color represents a higher overlap.

**Figure 3:**
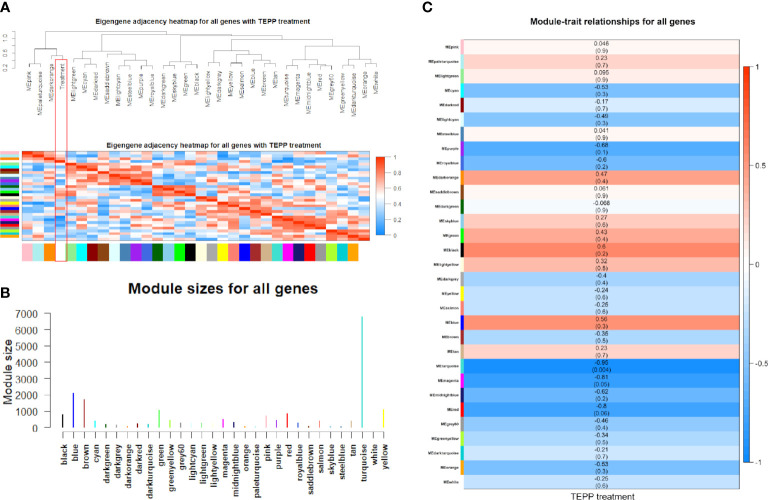
Co-expressions of differentially expressed (DE) genes. **(A)** Eigengene dendrogram and adjacency heat map with TEPP-46 treatment (red rectangle). **(B)** Module sizes (number of genes) in different colors. **(C)** Module–TEPP relationship heatmap. Each row indicates module eigengenes with the correlation coefficients (*P*-values in brackets), where red and blue colors represent positive and negative correlations, respectively.

### Significant pathway enrichment in the key module

Out of 2,902 DE genes, we found that 2,509 of them (86.46%) were co-expressed in the turquoise module, while the blue and brown modules only had 141 (4.86%) and three DE (0.1%) genes, respectively (**Table 3**). Afterwards, we used 1,354 (46.66%) downregulated DE genes and 1,155 (39.8%) upregulated DE genes in the turquoise module and 11 (0.38%) downregulated DE genes and 130 (4.48%) upregulated DE genes in the blue module to perform the pathway enrichment.

**Table 3:** Number of all differentially expressed (DE) genes in different co-expressed modules.

Co-expression module	Number of DE genes (%)	Number of downregulated DE genes (%)	Number of upregulated DE genes (%)
Turquoise	2,509 (86.46)	1,354 (46.66)	1,155 (39.80)
Blue	141 (4.86)	11 (0.38)	130 (4.48)
Brown	3 (0.10)	0 (0)	3 (0.10)
Yellow	2 (0.07)	0 (0)	2 (0.07)
Green	52 (1.79)	0 (0)	52 (1.79)
Red	81 (2.79)	31 (1.07)	50 (1.72)
Black	50 (1.72)	0 (0)	50 (1.72)
Pink	2 (0.07)	0 (0)	2 (0.07)
Magenta	36 (1.24)	8 (0.28)	28 (0.96)
Purple	5 (0.17)	4 (0.14)	1 (0.03)
Midnight blue	5 (0.17)	4 (0.14)	1 (0.03)
Light cyan	3 (0.10)	0 (0)	3 (0.10)
Royal blue	13 (0.45)	1 (0.03)	12 (0.41)
Total	2,902 (100.00)	1,413 (48.69)	1,489 (51.31)

In the downregulated category, the top three significant pathways in the turquoise module were thyroid hormone signaling pathway (hsa04919, adjusted *P*-value = 3.67 × 10^-6^) with 28 DE genes, focal adhesion (hsa04510, adjusted *P*-value = 4.61 × 10^-6^) with 37 DE genes, and adherens junction (hsa04520, adjusted *P*-value = 4.61 × 10^-6^) with 20 DE genes. 

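The upregulated category was examined with a list of 79 cytosolic ribosomal protein genes, of which 77 were tested. Their median log2 fold change was 0.33 above that of all tested genes, and 24 were upregulated DE genes. None was a downregulated DE gene by limma, with 0 also at an unadjusted p under 0.05 and by voom. Adjusted over the list alone, 35 were called. The set test camera of limma with its preset correlation of 0.01 gave an adjusted p of 2.35e-15 over the 8 gene lists tested, and fry gave 0.0362. With the correlation estimated from the data the adjusted p was 0.251, and with it no list had an adjusted p of at most 0.05. Relative to the control mean, the median of the list was 0.48, 0.09, and 0.38 in case replicates 1, 2, and 3. The number of DE genes in the list was 58 without case replicate 2 and 3 without case replicate 3, and it was 2, 0, and 1 without control replicates 1, 2, and 3, where 37, 29, and 36 genes were higher at an unadjusted p under 0.05. Quantile normalization moved the median most, to 0.06 above all tested genes, with 8 upregulated DE genes and 1 downregulated. With no filter on low values there were 3 upregulated, without the intensity trend 9, and with TPM 14. Ribosomal protein genes have many processed pseudogenes, with which reads could be shared.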

In the upregulated category, ribosome (hsa03010, adjusted *P*-value = 1.90 × 10^-31^) with 64 DE genes, coronavirus disease—COVID-19 (hsa05171, adjusted *P*-value = 4.33 × 10^-15^) with 56 DE genes, and Parkinson’s disease (hsa05012, adjusted *P*-value = 2.72 × 10^-14^) with 59 DE genes were the three most significant pathways in the turquoise module. However, no significant pathway was found in the blue module (**Figure 4A**).

**Figure 4:**
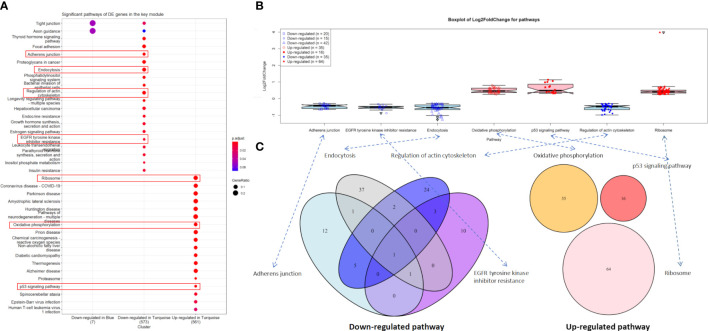
Significant pathways. **(A)** Significant pathways for differentially expressed (DE) genes in the turquoise (*n* = 2,509) and blue modules (*n* = 141) under the downregulated and upregulated categories. **(B)** Boxplot of log_2_(FC) values for endocytosis and p53 signaling pathway. **(C)** Venn diagram for the enriched DE genes of four downregulated and three upregulated pathways.

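Genes of oxidative phosphorylation encoded in the nucleus were followed with a list of 75 subunits, of which 69 were tested. Their median log2 fold change was 0.26 above that of all tested genes (camera of limma, adjusted p = 1.69e-09), with 12 upregulated DE genes and 1 downregulated DE gene, *NDUFA5* (log2 fold change -0.47), which was named after its value had been seen. Adjusted over the list alone, 21 were called. The adjusted p was 0.0408 by fry. Relative to the control mean, the median of the list was 0.36, 0.09, and 0.30 in case replicates 1, 2, and 3. With TPM there were 3 upregulated and 2 downregulated DE genes in the list, with quantile normalization 7 and 4, and with FPKM unscaled 8 and 1. There were 2 upregulated with no filter on low values, 3 without the intensity trend, and 4 with the replicate block and gene length correction together. There were 43 upregulated DE genes in the list without case replicate 2. Without control replicate 1, 2, or 3 or case replicate 3 there were 0 by limma, and 24, 19, 25, and 23 genes were higher at an unadjusted p under 0.05.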

Notably, 42 downregulated DE genes were enriched in endocytosis (hsa04144, adjusted *P*-value = 6.06 × 10^-6^). Four of these genes, *i*.*e*., *HSPA8* [log_2_(FC) = -1.12, adjusted *P*-value = 4.45 × 10^-34^], *HSPA2* [log_2_(FC) = -1.27, adjusted *P*-value = 6.09 × 10^-14^], *HSPA1B* [log_2_(FC) = -1.02, adjusted *P*-value = 1.14 × 10^-11^], and *ARRB1* [log_2_(FC) = -1.13, adjusted *P*-value = 2.60 × 10^-5^] were extremely downregulated DE genes (**Figure 4B** and **Supplementary File S2**). Similarly, 16 upregulated DE genes were enriched in the p53 signaling pathway (hsa04115, adjusted *P*-value = 5.90 × 10^-4^), including *AIFM2*, *BBC3*, *BCL2L1*, *CCNB2*, *CDK2*, *CDKN1A*, *CHEK1*, *COP1*, *DDB2*, *GADD45A*, *GADD45B*, *IGFBP3*, *PERP*, *SESN2*, *SIAH1*, and *TP53I3*, where *GADD45A* [log_2_(FC) = 1.06, adjusted *P*-value = 3.62 × 10^-22^], *IGFBP3* [log_2_(FC) = 1.00, adjusted *P*-value = 3.72 × 10^-8^], and *SIAH1* [log_2_(FC) = 1.13, adjusted *P*-value = 1.14 × 10^-7^] were the extremely upregulated DE genes (**Figure 4B** and **Supplementary File S2**).

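*HSPA2* (ENSG00000126803) lies on chromosome 14 from 64535905 to 64546173 and had a log2 fold change of -1.24 (standard error 0.10, adjusted p = 0.00197 by limma). *HSPA1B* (ENSG00000204388) lies on chromosome 6 from 31827738 to 31830254 and had a log2 fold change of -1.02 (standard error 0.09, adjusted p = 0.00217 by limma). Its neighbour *HSPA1A* encodes nearly the same sequence, so reads could be shared between them. The summed FPKM of *HSPA1A* and *HSPA1B* was 35.0 ± 0.485 (SD, n = 3) in the control group and 17.7 ± 1.03 (SD, n = 3) in the case group. *ARRB1* (ENSG00000137486) lies on chromosome 11 from 75260122 to 75351705 and had a log2 fold change of -1.08 (standard error 0.20, adjusted p = 0.0182 by limma) on 56 to 223 reads per library. *ARRB1* was not a DE gene with no filter on low values, without any one of the control replicates, or without case replicate 3. From the involvement of *EGFR* in downregulated pathways and of *HSPA8*, *HSPA2*, and *HSPA1B* in endocytosis, the paper proposes that TEPP-46 could alter the trafficking of *EGFR* signaling inside the cell, partly through its impact on endocytosis.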

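All 16 genes had higher expression in every case replicate than in every control replicate, with log2 fold changes from 0.30 to 1.04, and 15 were upregulated DE genes. *TP53I3* was not (log2 fold change 0.40, standard error 0.13, adjusted p = 0.0723 by limma). *GADD45A* (ENSG00000116717) on chromosome 1, from 67685201 to 67688334, had the largest change (standard error 0.09, adjusted p = 0.00197 by limma). *SIAH1* (ENSG00000196470) on chromosome 16, from 48356364 to 48448402, had a log2 fold change of 1.02 (standard error 0.18, adjusted p = 0.0161 by limma). *SIAH1* was not a DE gene without any one of the control replicates or without case replicate 3. *IGFBP3* (ENSG00000146674) on chromosome 7, from 45912245 to 45921874, had a log2 fold change of 0.96 (standard error 0.10, adjusted p = 0.0043 by limma). The median of the genes was 0.45 above that of all tested genes (camera of limma, adjusted p = 6.29e-12; fry, 0.000471). Adjusted over the list alone, 16 were called, which is not independent evidence because the study chose the list on these samples. Under the alternatives for scaling, filtering, and testing set in advance, between 7 and 15 were DE genes, and all 16 were with GC correction or voom, both chosen after the data had been seen. All 16 were also DE genes without case replicate 2. Only 4 were DE genes without each replicate in turn.

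**Figure D4:**
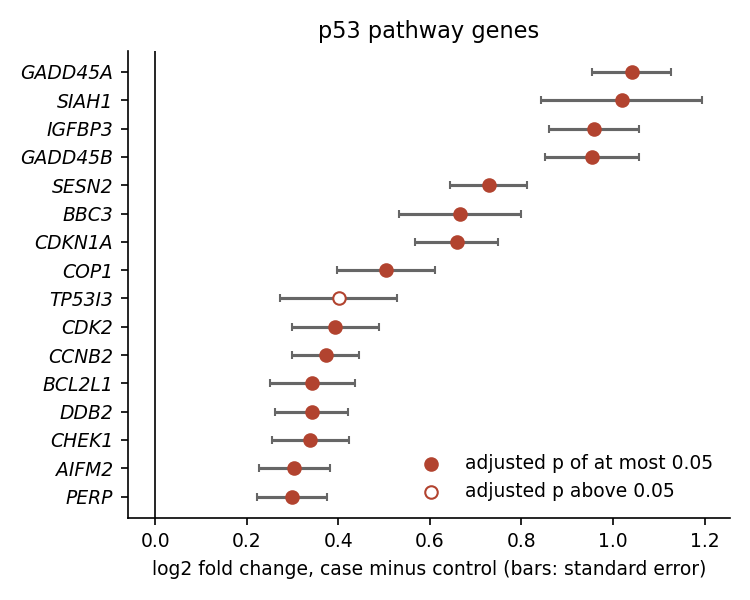
Log2 fold change (case minus control) of the 16 p53 pathway genes. Bars are standard errors, filled points are DE genes, and the open point is *TP53I3*, whose adjusted p is 0.0723.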

For two other downregulated pathways, adherens junction (hsa04520, adjusted *P*-value = 4.89 × 10^-6^) and regulation of actin cytoskeleton (hsa04810, adjusted *P*-value = 1.18 × 10^-4^) contained 20 and 35 enriched DE genes, respectively (**Figure 4B**), where six of these genes were overlapped in both pathways—these were *ACTB*, *ACTG1*, *ACTN4*, *EGFR*, *IQGAP1*, and *VCL* (**Figure 4C**). 

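In this comparison, the log2 fold changes of the 6 genes lay between -0.46 and -0.32, and in each gene every case replicate was below every control replicate. *VCL* was a DE gene (standard error 0.10, adjusted p = 0.0266 by limma). The adjusted p was 0.0536 for *ACTB*, 0.0542 for *ACTG1*, 0.0566 for *ACTN4*, and 0.0507 for *IQGAP1*. All 6 genes were DE genes with TPM, and also with GC correction or voom, both chosen after the data had been seen, and none was with no filter on low values. After the correction for gene length, the change was smaller for *VCL* (-0.25, adjusted p = 0.08 by limma), *IQGAP1* (-0.19), and *ACTN4* (-0.38), and larger for *ACTB* (-0.41, adjusted p = 0.0201 by limma) and *ACTG1* (-0.40, adjusted p = 0.0168), which were DE genes with it. *VCL* was not a DE gene without any one of the control replicates or without case replicate 3. *ACTB* and *ACTG1* have similar coding sequences and many pseudogenes, so reads could be shared between them.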

We found that three downregulated pathways (adherens junction, endocytosis, and EGFR tyrosine kinase inhibitor resistance) contain *IGF1R* [log_2_(FC) = -0.61, adjusted *P*-value = 3.96 × 10^-5^]. 

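*IGF1R* (ENSG00000140443) lies on chromosome 15 from 98648539 to 98964530. Its FPKM was 6.58 ± 0.186 (SD, n = 3) in the control group and 4.05 ± 0.825 (SD, n = 3) in the case group. The log2 fold change was -0.63 (standard error 0.13, adjusted p = 0.0226 by limma), and it was -0.33 after the correction for gene length. *IGF1R* was not a DE gene with no filter on low values, with the replicate block and gene length correction together, without any one of the control replicates, or without case replicate 3.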

Most importantly, *EGFR* [log_2_(FC) = -0.34, adjusted *P*-value = 2.91 × 10^-2^] was involved in all four downregulated pathways (adherens junction, endocytosis, EGFR tyrosine kinase inhibitor resistance, and regulation of actin cytoskeleton). 

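*EGFR* (ENSG00000146648) lies on chromosome 7 from 55019017 to 55211628. Its FPKM was 19.1 ± 0.455 (SD, n = 3) in the control group. In case replicates 1, 2, and 3 it was 11.8, 17.7, and 13.3, which is 14.3 ± 3.08 (SD, n = 3). The difference was larger than the spread, and every case replicate was below every control replicate, but the log2 fold change of -0.36 (standard error 0.13) did not pass the threshold (adjusted p = 0.0909 by limma). *EGFR* was a DE gene with TPM (adjusted p = 0.0394 by limma) and without case replicate 2 (adjusted p = 0.0087). Of the settings chosen after the data had been seen, voom (adjusted p = 0.0388) and GC correction (adjusted p = 0.0439 by limma) also called it. After the correction for gene length its log2 fold change was -0.09.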

Unfortunately, no overlapped DE gene was found in the three upregulated pathways (**Figure 4C**).

### Protein–protein interaction networks

The interaction scores of PPIs are listed in **Supplementary File S3**, which were calculated based on the STRING database (24). According to the information of the interaction scores, log_2_(FC) values, and regulation statuses, the PPI networks of extremely downregulated *HSPA8*, *HSPA2*, *HSPA1B*, and *ARRB1* and upregulated *GADD45A*, *IGFBP3*, and *SIAH1* are visualized in **Figures 5**, **6**.

**Figure 5:**
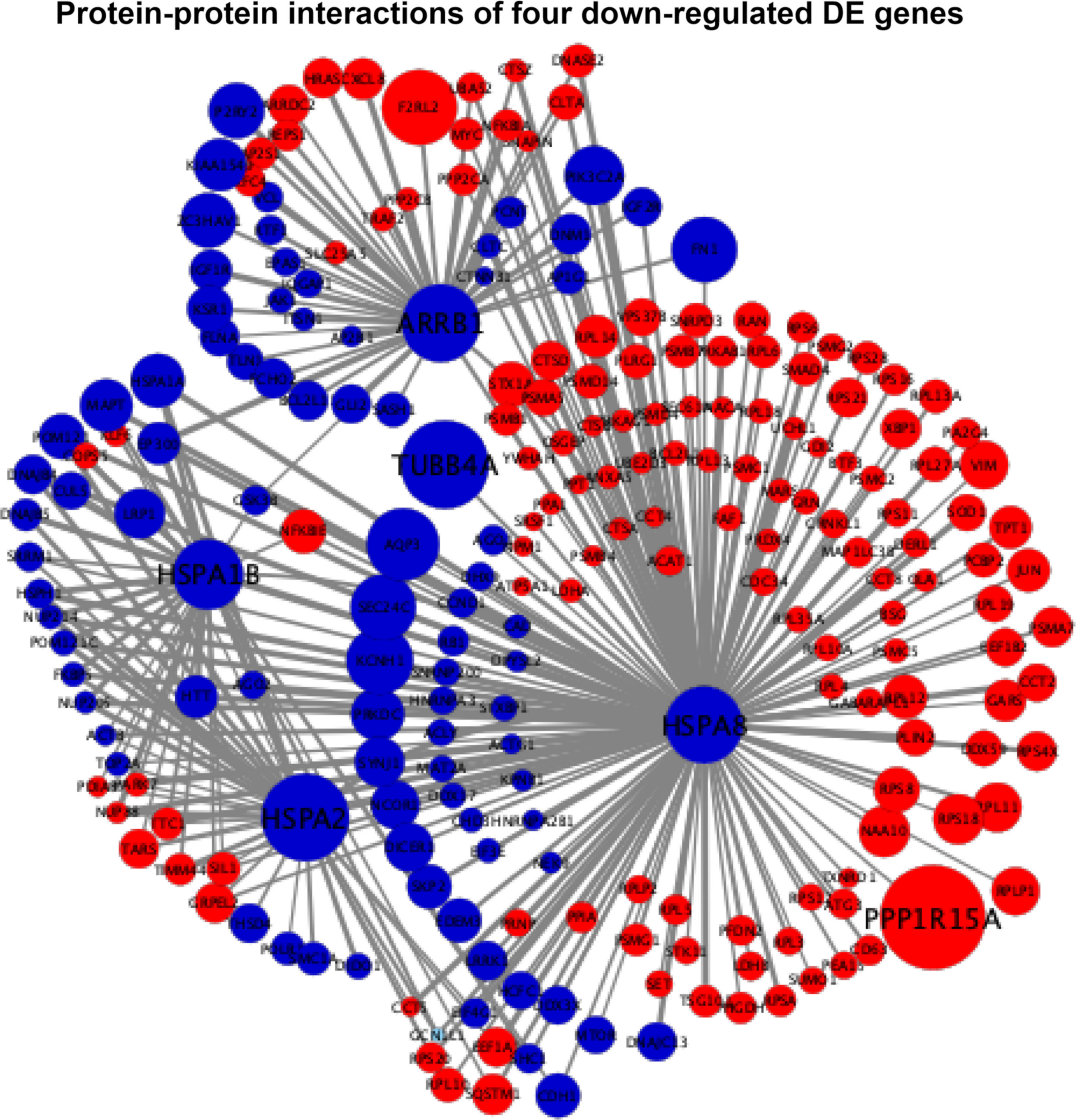
Protein–protein interaction (PPI) networks of four extremely downregulated differentially expressed genes (*HSPA8*, *HSPA2*, *HSPA1B*, and *ARRB1*). The circles indicate the nodes (genes) with the edges that are solid lines indicating the interaction scores of PPIs. The sizes of circles indicate the values of |log_2_(FC)|, while the red and blue colors indicate the upregulated and downregulated statuses, respectively.

**Figure 6:**
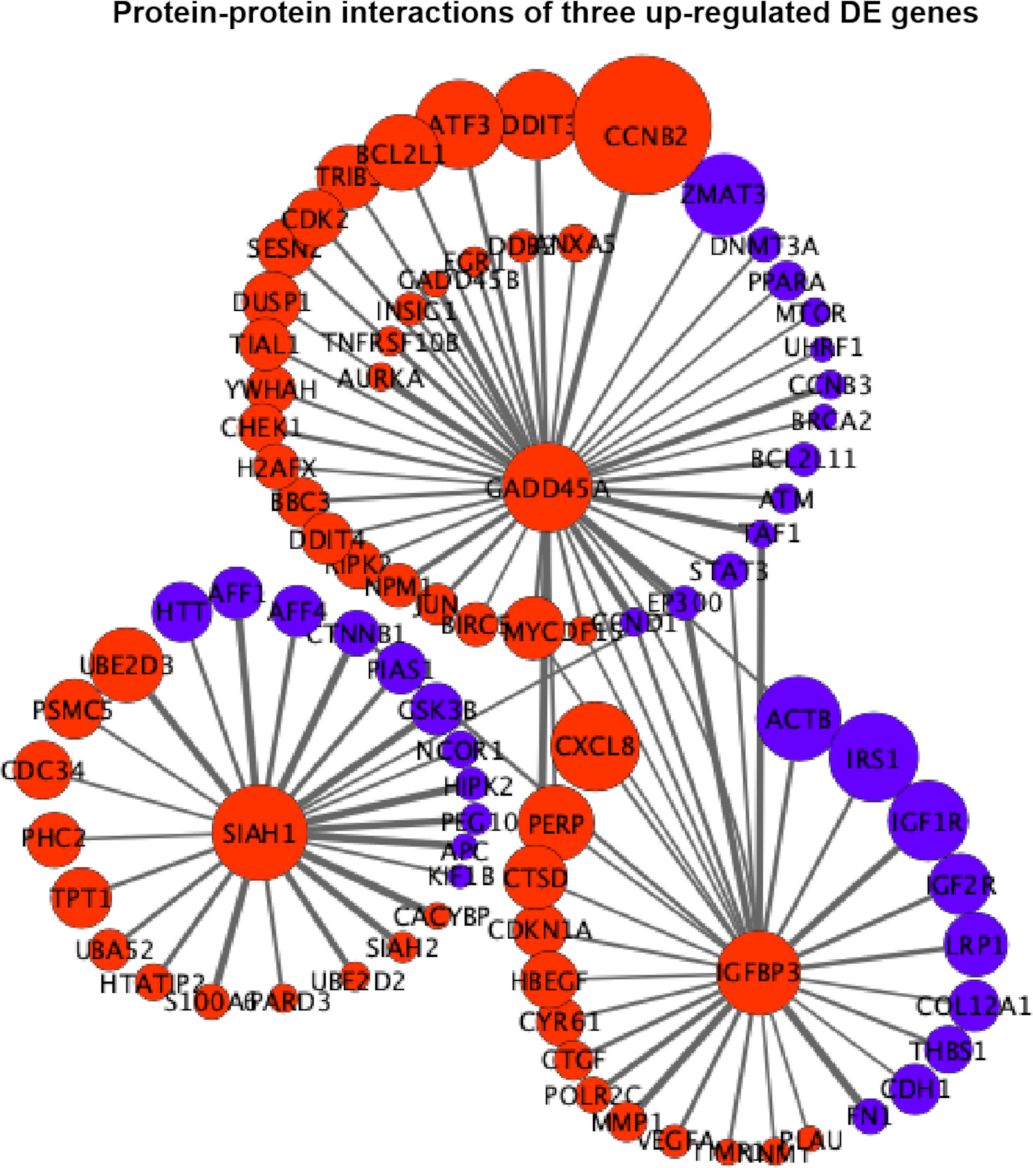
Protein–protein interaction (PPI) networks of three extremely upregulated differentially expressed (DE) genes (G*ADD45A*, *IGFBP3*, and *SIAH1*). The circles indicate the nodes (genes) with the edges that are solid lines indicating the interaction scores of PPIs. The sizes of circles indicate the values of |log_2_(FC)|, while the red and blue colors indicate the upregulated and downregulated statuses, respectively.

In **Figure 5**, the four downregulated DE genes were connected using *HSPA2* and *HSPA8* as nodes with the PPI scores of *HSPA1B*-*HSPA2*, *HSPA2*-*HSPA8*, and *HSPA8*-*ARRB1* equal to 0.61, 0.92, and 0.64, respectively, where the connecting joint for *HSPA1B* (PPI score = 0.4) and *ARRB1* (PPI score = 0.42) was downregulated *GSK3B*. It also showed that *HSPA8* had close connections with *HSPA1B*, *HSPA2*, and *ARRB1* by both downregulated and upregulated nodes. 

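*GSK3B* (ENSG00000082701) had an FPKM of 6.22 ± 0.278 (SD, n = 3) in the control group and 4.30 ± 0.613 (SD, n = 3) in the case group. Its log2 fold change was -0.45 (standard error 0.10, adjusted p = 0.0312 by limma). It was not a DE gene with no filter on low values, without the intensity trend, with the replicate block and gene length correction together, without any one of the control replicates, or without case replicate 3.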

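*TUBB4A* (ENSG00000104833) lies on chromosome 19 from 6494319 to 6502848 and was covered by 79 to 303 reads per library. Its FPKM was 4.35 ± 0.345 (SD, n = 3) in the control group and 1.68 ± 0.230 (SD, n = 3) in the case group, a log2 fold change of -1.25 (standard error 0.14, adjusted p = 0.00562 by limma). *TUBB4A* was a DE gene without each replicate in turn.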

The extremely downregulated *TUBB4A* [log_2_(FC) = -1.28, adjusted *P*-value = 2.16 × 10^-8^) and top one upregulated *PPP1R15A* [log_2_(FC) = 1.51, adjusted *P*-value = 2.16 × 10^-43^] were also connected with *HSPA8* with PPI scores of 0.57 and 0.47, respectively (**Figure 5**).

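*CCNB2* had an FPKM of 40.2 ± 0.521 (SD, n = 3) in the control group and 49.4 ± 2.03 (SD, n = 3) in the case group. The log2 fold change was 0.37 (standard error 0.07, adjusted p = 0.0214 by limma). It was not a DE gene with TPM, without the intensity trend, with the replicate block and gene length correction together, without any one of the control replicates, or without case replicate 3. *ZMAT3* fell in every case replicate below every control replicate, with a log2 fold change of -0.61 (standard error 0.18), but it was not a DE gene (adjusted p = 0.0579 by limma). It was one with TPM, without case replicate 2, and, chosen after the data had been seen, with GC correction (adjusted p = 0.0379 by limma) and voom (adjusted p = 0.0128).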

In **Figure 6**, it is shown that *GADD45A* had a strong relationship with *CCNB2* (PPI score = 0.9) in upregulated status and a moderate relationship with *ZMAT3* (PPI score = 0.46) in downregulated status. 

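*PERP* had an FPKM of 20.2 ± 0.309 (SD, n = 3) in the control group and 23.6 ± 1.67 (SD, n = 3) in the case group, and its adjusted p was 0.0425 by limma. It was not a DE gene with no filter on low values, with any other scaling of the libraries, without the intensity trend, with the replicate block with or without the gene length correction, without any one of the control replicates, or without case replicate 3.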

*GADD45A* was connected with *PERP* (PPI score = 0.45) that was also in a relationship with *IGFBP3* (PPI score = 0.43). 

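*CXCL8* had an FPKM of 244 ± 20.1 (SD, n = 3) in the control group and 348 ± 32.9 (SD, n = 3) in the case group, a log2 fold change of 0.59 (standard error 0.09, adjusted p = 0.014 by limma). It was not a DE gene with no filter on low values or with quantile normalization. *CTNNB1* fell from 45.5 ± 0.506 (SD, n = 3) to 35.1 ± 4.07 (SD, n = 3), a log2 fold change of -0.31 (standard error 0.08, adjusted p = 0.048 by limma). *CTNNB1* was not a DE gene with no filter on low values, without the intensity trend, or with the replicate block or the gene length correction, where its log2 fold change was -0.21. Neither gene was a DE gene without any one of the control replicates or without case replicate 3.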

*IGFBP3* was closely related to upregulated *CXCL8* (PPI score = 0.46) and downregulated *ACTB* (PPI score = 0.59); meanwhile, the downregulated *CTNNB1* was the connecting node for *IGFBP3* (PPI score = 0.54) and *SIAH1* (PPI score = 0.99). The relationship among *GADD45A*, *IGFBP3*, and *SIAH1* was built by *EP300* with PPI scores equal to 0.94, 0.92, and 0.43, respectively (**Figure 6**).

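*EP300* had FPKM values of 4.00, 4.40, and 4.43 in the control replicates and 1.97, 3.78, and 2.17 in case replicates 1, 2, and 3. Its log2 fold change was -0.66 (standard error 0.21), and it was not a DE gene (adjusted p = 0.0692 by limma). It was a DE gene with TPM, with the replicate block, and without case replicate 2 (adjusted p = 0.00575 by limma). It was also one by voom (adjusted p of 0.0186) and with GC correction (adjusted p = 0.049 by limma), which were chosen after the data had been seen.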

### Validated candidate differentially expressed genes by qRT-PCR experiment

Based on the FPKM values of all samples, the expression levels of four extremely downregulated DE genes (H*SPA8*, *HSPA2*, *HSPA1B*, and *ARRB1*) and three extremely upregulated DE genes (G*ADD45A*, *IGFBP3*, and *SIAH1*) are visualized in **Figure 7A**. It is shown that the samples of downregulated DE genes had significantly higher expression levels in the control group than in the case group and *vice versa* (**Figure 7A**). 

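The FPKM of *HSPA8* was 274 ± 5.80 (SD, n = 3) in the control group and 119 ± 5.12 (SD, n = 3) in the case group. *HSPA2* fell from 4.55 ± 0.281 to 1.77 ± 0.143, *HSPA1B* from 16.3 ± 1.08 to 7.57 ± 0.313, and *ARRB1* from 1.94 ± 0.232 to 0.827 ± 0.174. *GADD45A* rose from 23.7 ± 2.18 to 46.2 ± 2.11, *IGFBP3* from 2.28 ± 0.140 to 4.29 ± 0.121, and *SIAH1* from 0.764 ± 0.0686 to 1.58 ± 0.234, each given as the mean and SD of 3 replicates. In each of these 7 genes, the values of the groups did not overlap (exact permutation test per gene, two-sided, p = 0.1, the smallest p that this design allows, so that no adjusted value could pass 0.05). *IGFBP3* was covered by 174 to 323 reads and *SIAH1* by 88 to 188 reads per library.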

After the experimental validations by qTR-PCR, we found that the four downregulated DE genes showed consistent tendencies with the transcriptomic results, and their relative expression levels were also significantly different between the two compared groups (*P*-value < 0.05). However, one of the three upregulated DE genes (*GADD45A*) showed an inconsistent tendency, and a lower expression level was observed in the case group (**Figure 7B**). In addition, the protein expression levels of HSPA8, HSPA1B and HSPA2 were investigated using western blotting technique to indicate their protein levels were significantly different between two groups (*P*-value < 0.05); meanwhile, HSPA8, HSPA1B and HSPA2 protein results were also consistent with qTR-PCR and transcriptomic results (**Supplementary Figure S2**).

**Figure 7:**
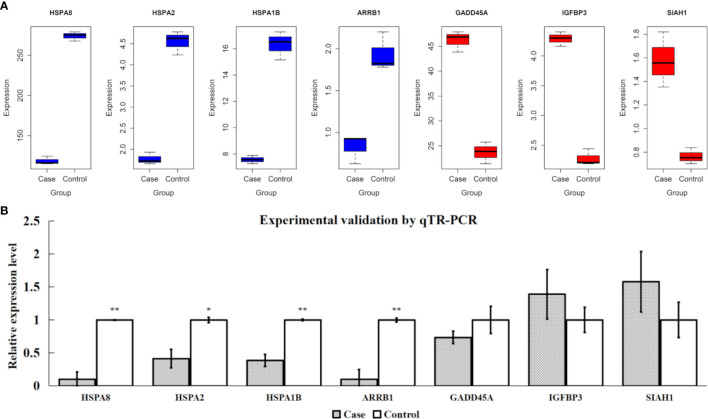
Validations for four extremely downregulated differentially expressed (DE) genes (*HSPA8*, *HSPA2*, *HSPA1B*, and *ARRB1*) and three extremely upregulated DE genes (*GADD45A*, *IGFBP3*, and *SIAH1*). **(A)** Gene expression of FPKM values, where the blue and red colors indicate the downregulated and upregulated genes, respectively. **(B)** Experimental validations by qTR-PCR. ** and * indicate *P*-value <0.01 and *P*-value <0.05, respectively, after Student’s *t*-test.

## Discussion

The enzymatic role of pyruvate kinase (PK) is to catalyze the irreversible conversion of phosphoenolpyruvate (PEP) to pyruvate by the transfer of a high-energy phosphate from PEP to ADP to form ATP. In mammals, four different isoforms of PK (PKM1, PKM2, PKL, and PKR) were identified (4). All isoforms have a tetrameric form, while only PKM2 has a dimeric form besides the tetrameric form (4). As the terminal and last rate-limiting enzyme in the glycolytic pathway, PKM2 with its unique isoforms plays a crucial role in glycolytic reprogramming, which reconfigures cellular anabolic requirements and thus potentially induces metabolic transformation to alter cell identity and fate (4, 5, 27). The dimer state of PKM2 has low enzymatic activity and shifts the glycolytic flux into branching pathways, such as polyol pathway, pentose phosphate pathway, and uronic acid pathway, thus promoting anabolic function (glycogen synthesis, glycerol synthesis, nucleotide synthesis, or amino acid biosynthesis); the main purpose of the tricarboxylic acid (TCA) cycle is no longer to supply H^+^ and REDOX equivalents to the electron transport chain but to provide carbon source and REDOX equivalents for the subsequent anabolic metabolism. Consistent with this concept, the pro-proliferative role of dimeric PKM2 in proliferating cells, such as embryos or cancer cells, has been widely known (7, 28). Beyond the canonical enzymatic function, dimeric PKM2 could be translocated into the nucleus and act non-glycolysis enzyme function by regulating gene transcription (8), while PKM2 tetramer is located in the cytoplasm with a higher affinity with its substrate PEP to play the enzymatic role of PK that is related to ATP synthesis and catabolism known as PKM2 paradox in the Warburg effect (28). PKM2 interconnects glycolysis together with catabolic and anabolic processes, coordinating with the elaborate complementary metabolism of the TCA cycle intermediates.

The activation of glycolytic PKM2 by TEPP-46, reducing PKM2 dimerization, could prevent against fibrosis development and progression by reducing *de novo* glycine synthesis to downregulate collagen synthesis and secretion in myofibroblasts (29). Dimeric PKM2 located in the nucleus would stabilize the transcription hypoxia-inducible factor 1-alpha (HIF-1α) and directly phosphorylate the signal transducer and activator of transcription 3 (STAT3) to activate the transcription of several phosphorylated STAT3-targeted genes (8). In diabetic HK-2 cells, TEPP-46 decreased HIF-1α and phosphorylated STAT3 accumulations by decreasing the dimer PKM2 and inhibiting fibronectin, type I collagen α3, and TGF‐β1 expression, there and then preventing their downstream hypoxia and fibrosis (8). Here we intervened HK-2 cells under sustained HG exposition (7 days) with (case group) or without (control group) the addition of TEPP-46 for another 1 day and analyzed the genome-wide transcriptome data from the case and control groups. The results of our bioinformatics analyses showed the downregulation of the endocytosis pathway. Consistent with this, three of the top 10 downregulated DE genes (*HSPA8*, *HSPA2*, and *HSPA1B*) were involved in this pathway. Notably, all of them belong to the ubiquitous heat shock protein 70 (HSP70) family, and the downregulation of these three DE genes had been verified by qTR-PCR experimentsand further by western blotting experiments (**Figure 7** and **Supplementary Figure S2**). In addition, the four extremely downregulated DE genes (H*SPA8*, *HSPA2*, *HSPA1B*, and *ARRB1*) predicted 65 microRNAs in the conserved sites (**Figure 8**), with the context++score percentiles ranging from 20 to 99 (**Supplementary File S3**). Most of the microRNAs (*n* = 25) were predicted by *HSPA8*, while *HSPA1B* only predicted four microRNAs. We found that 17 and 20 microRNAs were predicted for *HSPA2* and *ARRB1*, where hsa-miR-377-3p was predicted by these two downregulated DE genes with a score equal to 87 and 47, respectively. Two binding sites of hsa-miR-22-3p were predicted by *ARRB1* in the positions of 429–436 and 4176–4182 in the 3′UTR region with a score equal to 90 and 70, respectively (**Figure 8**).

**Figure 8:**
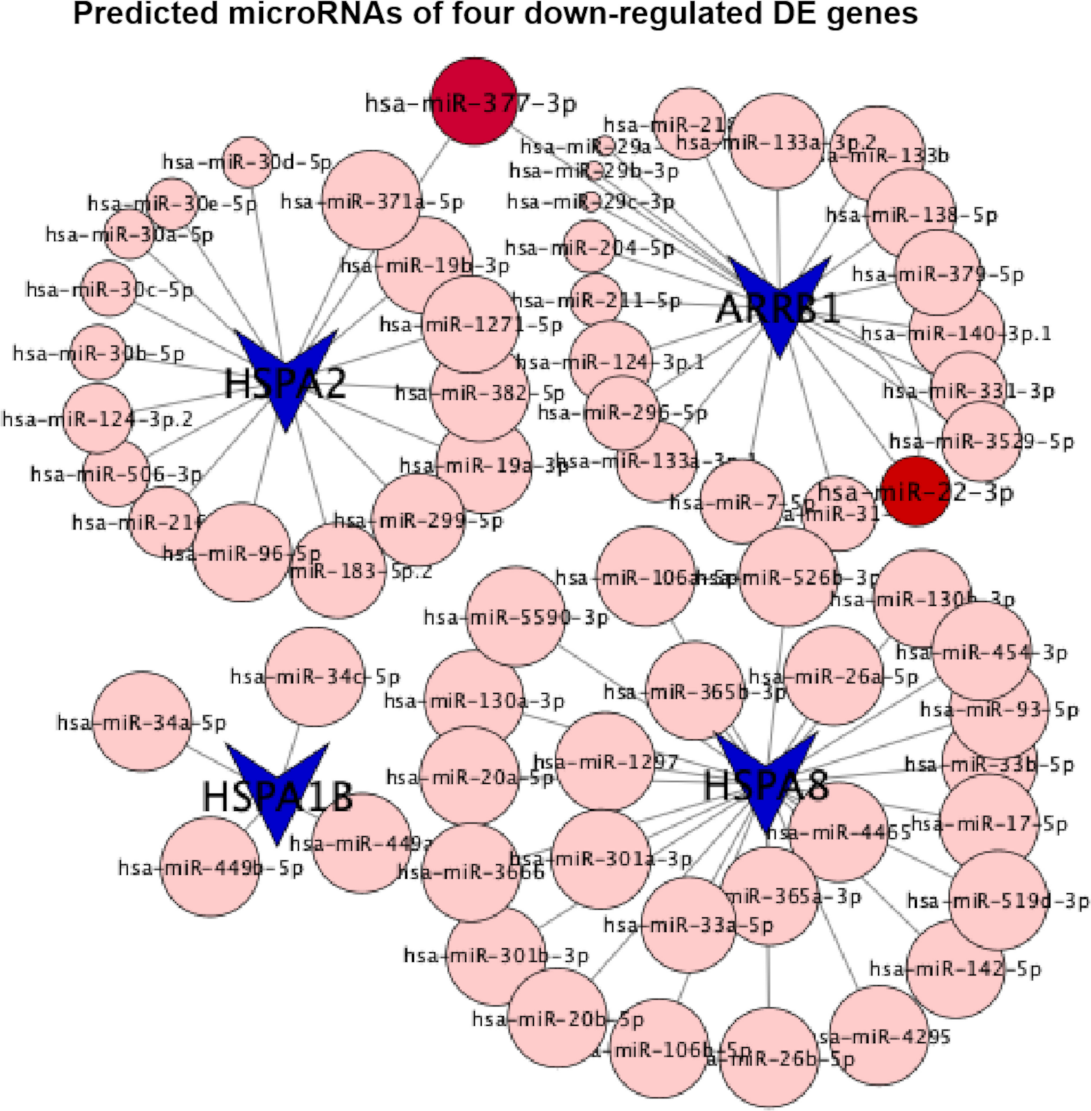
Predicted microRNAs (conserved sites) of four extremely downregulated differentially expressed (DE) genes (H*SPA8*, *HSPA2*, *HSPA1B*, and *ARRB1*). The circles indicate the context++score percentiles of the predicted microRNAs, where hsa-miR-377-3p is visualized with the score equal to 87 predicted by *HSPA2*.

The HSP70 family (Hsp70s) acts in a large variety of cellular housekeeping functions (30). Hsp70s participates in virtually all stages of the life of proteins through the allosteric control of their client substrates, cooperating with various other cellular machineries to perform the processes of protein folding/unfolding, membrane translocation, and aggregation/disaggregation (30, 31). Hsp70s could recognize and bind a KFERQ-like pentapeptide motif in the substrate proteins, making them the key proteins required for chaperone-mediated autophagy (CMA) to deliver cargo to lysosomes. CMA degrades target soluble proteins in a selective manner and is the predominant form of autophagy in the tubular system (32, 33). Hsp70s would regulate autophagic flux through the ubiquitin-mediated proteasome system and also the autophagosome–lysosome fusion system (34). Hsp70s also take part in receptor-mediated endocytosis, impacting their internalization and subsequent delivery to endosomes and lysosomes for ligand processing and receptor degradation or recycling (30). Overall, Hsp70s play the orchestrating and pleiotropic roles in dynamic versatile networks contacting endocytosis, autophagy, and lysosomes.

*HSPA8* was the most downregulated DE gene [log2(FC) = -1.12] and also one core hub in PPI networks in this study. Located on chromosome 11q24.1, *HSPA8* encodes the human soluble constitutive 71-kDa heat shock cognate protein, also known as Hsc70 (35). *HSPA8* had been identified as the uncoating ATPase of clathrin-coated vesicles, which would disassemble the clathrin cages to modulate the clathrin-coated vesicle cycle and endocytic trafficking, acting as the essential late step in clathrin-mediated endocytosis (36). Accumulation of CMA-related HSPA8 proteins was observed in aged mutant striatum along with increased GAPDH and clustered lysosomes (32). Wen et al. (2020) reported that HSPA8 was upregulated in exosomes derived from high-glucose-treated renal tubular cells which would stimulate the proliferation and activation of fibroblasts to progress to fibrosis (37). Johnson et al. (2009) reported that HSPA8 could be co-precipitated with pyruvate dehydrogenase, isocitrate dehydrogenase, and the mitochondrial protease OMI in the isolated mitochondria of human embryonic kidney 293 cells, indicating a direct role of HSPA8 in the TCA cycle (38). *HSPA1B* and *HSPA2*, also known as HSP70-1/1B and HSP70-2/3, locate on chromosome 6p21.33 and 14q23.3, respectively; both of them encode for the classical Hsp70s proteins. *HSPA1B* was adaptively increased under salt stress in renal tubular and osmotic stress in collecting duct cells of rodents (39, 40). *HSPA2* has prominent roles in the morphological differentiation of male germ cells as well as their functional transformation during post-testicular sperm maturation (41). Zhu et al. (2021) revealed the involvement of HSPA2 signaling pathway in fibroblast pathologies in diabetic wounds through integrated bioinformatic analyses (42). To enable to fulfil their multifarious influences on cell fate, Hsp70s has similarities in structure and redundancy in function; meanwhile, they also exhibit their own structural and biochemical characteristics, exhibiting pleiotropic and context-dependent roles in cells (30, 43, 44). Hsp70s, including *HSPA8*, *HSPA2*, and *HSPA1B*, could be either tumor-promoting or tumor-suppressing depending on cell identity and context (45–47). *HSPA8* was involved in AQP2 internalization; coordinately, *HSPA1B* was likely to play a role in AQP2 trafficking to the apical plasma membrane (48). *HSPA1B* had been identified as one disease-relevant molecular target in advanced-stage Parkinson’s disease (49). Upregulated *HSPA2* exerted a neuroprotective effect through its regulation of endocytosis in a rat middle cerebral artery occlusion model (50), and inhibition of *HSPA8* would protect against spinal ischemia–reperfusion injury *via* astrocyte NF-κB/NLRP3 inflammasome pathway (51).

The endocytosis pathway controls the orchestra of myriad and specialized transport systems in PTECs; thus, it gates the internalization of extracellular substances and cell surface proteins, participates in processes including nutrient uptake, ion transport, junction formation, cellular properties, and signal transduction, and affects renal disease progression and multisystem complications (52, 53). The endocytosis pathway seems to function as a double-edged sword in PTECs: on one hand, endocytosis plays a vital role in the efficient reabsorption of excess ultra-filtered ions and solutes; on the other hand, it leads to the susceptibility of PTECs to excess nutrients and environmental stress. Under diabetic stress, the sustained activation of endocytosis would be uncoordinated with impaired energy metabolism and excessive oxidative stress, which further promotes and sustains dominos of pathological injuries. Excessive mobilization of membrane phospholipids associated with enhanced endocytosis would overwhelm the degradation capacity of the autophagy–lysosome system in PTECs (54).

The endocytic cycle, together with HSP70s, integrates pleiotropic and dynamic cellular roles in response to the internal and external environment. In *Drosophila melanogaster*, clathrin-uncoating ATPase Hsc70-4 could interact genetically with the activated mechanistic target of rapamycin (mTOR) signaling, leading to an increase in bulk endocytosis and a decrease in the targeted endocytic degradation of excess nutrient importers in cells and together increasing the intracellular nutrient burden (55). mTORC1 regulated endocytosis and nutrient transport in rodent proximal tubular cells and played a central role in the pathophysiology of DKD (9, 56). In diabetic proximal tubular cells, the increased mTORC1 activity and relevance of enhanced amino acid transport and probably decreased branched-chain amino acid degradation accelerated fibrogenesis (9). Recently, the activation of mTORC1 had been tied to intracellular glycolysis state. Orozco et al. (2020) reported that mTORC1 sensed metabolites downstream of aldolase and upstream of the GAPDH-catalyzed steps of glycolysis and pinpointed dihydroxyacetone phosphate (DHAP) as the key and sufficient metabolite to activate mTORC1 even in the absence of glucose (57). Thus, here we deduced that decreased mTORC1 activity by reducing the accumulation of glycolytic intermediate DHAP responding to TEPP-46 might be partly tied to the downregulation of Hsp70s (*HSPA8*, *HSPA2*, and *HSPA1B*) network and certain endocytosis pathways in hyperglycemic HK-2 cells, which would circumvent metabolic stress and remodel homeostasis between enhanced intracellular transport and impaired metabolic capacity to the natural potency.

The coordination of cellular metabolic remodeling and endocytic pathways represents an important feature of tubular cellular plasticity and adaptive homeostasis (52). Our bioinformatics analyses showed that the epidermal growth factor receptor (*EGFR*) was simultaneously involved in four downregulated pathways (adherens junction, regulation of actin cytoskeleton, endocytosis, and EGFR tyrosine kinase inhibitor resistance). EGFR trafficking is a key regulator in cell proliferation, differentiation, division, and survival, and EGFR internalization occurs *via* endocytosis by its recruitment into clathrin-coated pits (58, 59). Numerous studies had demonstrated that transient activation of the EGFR pathway was required for promoting kidney recovery from acute injury, whereas sustained activation of EGFR in PTECs under diabetogenic stimuli was sufficient to induce epithelial–mesenchymal transition and cause spontaneous and progressive renal tubulointerstitial fibrosis (10, 60). Here we proposed that PKM2 activator TEPP-46 could alter the intracellular trafficking of EGFR signaling cascade partly through its impact on endocytosis, in which the downregulated Hsp70s (*HSPA8, HSPA2*, and *HSPA1B*) were involved, presenting a new perspective on remodeling cellular mechanics and dynamics through metabolic phenotypes. However, functional research is still required for the candidate genes in this study to validate their molecular mechanism of *in vitro* reprogramming under hyperglycemic stress that orchestrates HK-2 cell functions.

## Conclusions

Our study treated hyperglycemic HK-2 cells with PKM2 activator TEPP-46 and conducted genome-wide transcriptome analysis for the case/control group. Finally, we identified 2,902 DE genes including 87 and 56 extremely downregulated and upregulated DE genes (adjusted *P*-value ≤ 0.05 and |log_2_(FC)| ≥ 1). In addition, 2,509 DE genes among them (86.46%) were co-expressed in the key module. Four extremely downregulated DE genes (*HSPA8*, *HSPA2*, *HSPA1B*, and *ARRB1*) and three extremely upregulated DE genes (*GADD45A*, *IGFBP3*, and *SIAH1*) enriched in the downregulated endocytosis (hsa04144) and upregulated p53 signaling pathway (hsa04115), respectively, were validated by the qTR-PCR experiments, where the relative expression levels of four extremely downregulated DE genes were significantly different (*P*-value < 0.05) between the case and control groups. Here we shed light that Hsp70s (*HSPA8*, *HSPA2*, and *HSPA1B*) are the key transcriptomic biomarkers responding to the PKM2 activator TEPP-46. Our results together highlight a possibility that PKM2 tetramerization induced by TEPP-46 in hyperglycemic HK-2 cells would reshape the interplay among endocytic trafficking, dynamics of protein folding–unfolding, and autophagy–lysosome system through the versatile networks of Hsp70s, rewiring the crosstalk between EGFR signal transduction circuits and metabolic stress to promote resilience.

## Data availability statement

The raw RNA sequencing data were deposited in the Gene Expression Omnibus (GEO) of National Center for Biotechnology Information (NCBI) with the accession number GSE205674 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205674.

## Author contributions

XW and ZW conceived and designed the experiments. JY, XL, and ZW performed the experiments. ZW, JY, DH, and XW analyzed the data and wrote the manuscript. ZW, DH, XL, and XW improved the manuscript. ZW and JY contributed equally to this manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the Union Program of the Key Scientific and Technological Project of Henan Province (grant no. 2018020107) and the National Natural Science Foundation of China (grant nos. 82100896).

## Conflict of interest

XW was employed by the company Konge Larsen ApS. DH was employed by Shijiazhuang Zhongnongtongchuang (ZNTC) Biotechnology Co., Ltd.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Transcriptomic signatures responding to PKM2 activator TEPP-46 in the hyperglycemic human renal proximal epithelial tubular cells
**Source:** Front Endocrinol (Lausanne). 2022 Aug 31;13:965379. doi: 10.3389/fendo.2022.965379
**Supplement:** Supplementary Table S1 — The primers used in the qRT-PCR validation.

Supplementary Table S1. The primers used in the qRT-PCR validation.

| Gene name | Forward primer | Reverse primer | Length |
| --- | --- | --- | --- |
| *GAPDH* | ACCCAGAACCATGCAAATCACA | ACCCAGAACCATGCAAATCACA | 168 |
| *HSPA8* | CTGTGGACAAGAGTACGGGAAA | CCTTGTCCCTCTGCTTCTCATCT | 138 |
| *HSPA2* | GACGTGTCCATCCTGACCATC | CGAAAGAGGTCGGCATTGAG | 317 |
| *HSPA1B* | GAGCAGGTGTGTAACCCCAT | CAGCAAAGTCCTTGAGTCCCA | 192 |
| *ARRB1* | CGAGCACGCTTACCCTTTCA | TCTTCTCCTCCAAATTCTCCGC | 146 |
| *GADD45A* | AGAAGACCGAAAGCGACCCC | GATGTTGATGTCGTTCTCGCAG | 134 |
| *IGFBP3* | CTCAGAGCACAGATACCCAGAAC | AGGCTGCCCATACTTATCCAC | 239 |
| *SIAH1* | GGCTACTCCACCTTCTCTGTACTCC | GGATGCAGTTGTGCCAGTCAG | 175 |

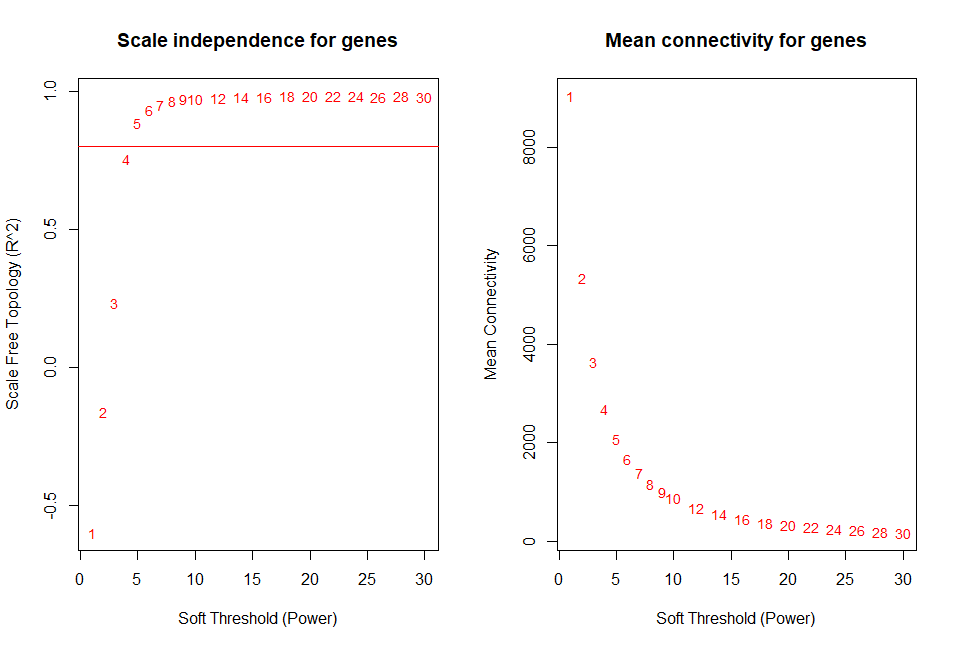
Supplementary Figure S1. R^2^ of the free-scale topology and mean connectivity with soft threshold (power) for 21,067 genes.

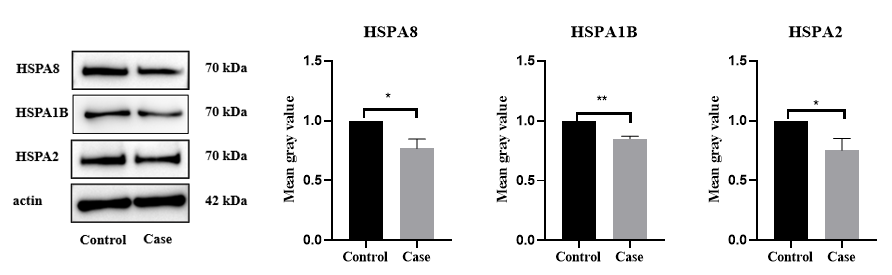

Supplementary Figure S2. The protein expression levels of HSPA8, HSPA1B and HSPA2. ** and * indicate *P*-value < 0.01 and *P*-value < 0.05, respectively, after Student’s *t*-test.

How the deposited data were processed for this re-analysis (not part of the article)

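RNA of HK-2 cells was sequenced in 6 libraries, 3 of the control group and 3 of the case group. All cells were kept in 25 mM HG medium for 7 days, and the case group then received 10 μM TEPP-46 for 1 day. As deposited by the authors, the values are FPKM of 29483 genes with 1 column per library. To make them, the authors filtered the reads by quality, aligned them to GRCh38.p13 with HISAT2, counted them on genes with HTSeq and divided the counts by gene length and by the reads of the library. The values were not whole numbers, and the columns summed to between 289245 and 295418 in the control group and between 310111 and 323755 in the case group, so that a further scaling between libraries was applied here. The paper's text does not name the selection of RNA for the libraries (poly(A) or removal of ribosomal RNA), their strandedness or the version of the gene annotation.

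The authors tested read counts with DESeq2. These counts were not analysed here except for the first 1969 of the 2902 DE genes in Supplementary File S2. The ratio of these counts to the FPKM values was constant between any 2 libraries, which gave the reads of each library relative to the others. Whole reads per gene were then recovered from the FPKM values. Of the 27922 genes above 0 in any library, 23759 were resolved to whole reads from the values alone, 4078 from the exon length in the annotation, and 85 were not resolved. The recovered reads were checked against the listed counts and equalled them for 1947 genes. The depth was 18630587, 17919890, and 17375595 reads in control replicates 1, 2, and 3, and 16704612, 16045373, and 15359534 reads in case replicates 1, 2, and 3. The 10 most abundant genes held 11.0% to 11.2% of the FPKM sum in the control group and 13.1% to 13.4% in the case group. Reads without molecular identifiers are not independent molecules. Symbols, chromosomes, and positions were taken by Ensembl identifier from a gene annotation of GRCh38 for 29063 of the genes.

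Expression in the case group was compared with the control group in R 4.3.3 with limma 3.58.1. FPKM values were divided by median-of-ratios factors, the default scaling of the tool used in the paper, and were transformed to log2 after 0.1 was added. Genes with a mean FPKM of at least 0.5 were tested by limma with an intensity trend and no covariates, and P-values were adjusted over the 13599 tested genes by the Benjamini-Hochberg method. As in the paper, the threshold was an adjusted p of at most 0.05, and an absolute log2 fold change of at least 1 defined extremely DE genes. On each chromosome, the upregulated and downregulated DE genes were compared with those on all other chromosomes by Fisher's exact test. Single values were compared between the groups by exact permutation tests, whose smallest p is 0.1. For 8 gene lists, limma camera with a preset correlation of 0.01 was used, with fry and with the estimated correlation beside it. The lists were cytosolic ribosomal protein genes, nuclear genes of oxidative phosphorylation, core clathrin endocytosis genes, the 16 p53 pathway genes named by the paper, integrated stress response genes, metallothionein genes, NRF2 target genes, and heat shock (HSF1) genes. The last 4 were written after Table 2 and Supplementary File S2 of the paper had been read. Mitochondrially encoded genes and replication-dependent histone genes were tested in the same way after the data had been seen.

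Single genes were examined by a rule, which takes every gene in the results text and tables of the paper, together with *PKM*, *PKLR*, *GAPDH*, *HIF1A*, *STAT3*, *FN1*, *COL1A1*, and *TGFB1*. It also takes the 10 DE genes with the largest log2 fold change in each direction among those with a mean FPKM of at least 1 and no overlap between the groups. The genes of Table 2 and of the p53 pathway are given in part as counts and ranges over the group, without each name. The paper's values for its named genes had been read when this rule was set. Other genes named here were chosen after their values were seen.

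The whole procedure was tested on simulated data with the depth and gene number of these libraries and their spread between replicates averaged over the groups. Of 200 genes changed by 0.5, 1, or 2 on the log2 scale, limma recovered 8.5%, 91.2%, and 97.4% of those tested, and voom on whole reads recovered 57.5%, 94.0%, and 96.0%. False calls numbered at most 12 by limma and at most 11 by voom. The simulation gave every gene the same dispersion, 0.00651, so genes that vary more between replicates than this were not represented, and these numbers may not hold for them. A simulated list of 80 genes raised by 0.3 passed the threshold in limma camera, and a list left unchanged did not. Genes were simulated independently of each other, without trends of length or GC content between libraries. This therefore did not test the preset correlation of 0.01 where the genes of a list vary together.

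The alternatives were pseudocounts of 1 and 0.01, no filter on low values, a mean FPKM of at least 1, FPKM as deposited without further scaling, quantile normalization, TPM, limma without the intensity trend, robust estimation, the replicate number as a block, a loess correction for gene length with a span of 0.5, and the block and length correction together. Each of the 6 samples was also left out in turn, an adjusted p of 0.01 and a limma treat test against 0.5 were tried, and further forms were used for the median absolute deviation, the clustering, the principal components, and the chromosome counts. A loess correction for the GC content of the longest transcript, a correction for length and GC content together, voom on the recovered reads, and clustering on all tested genes were added after the data had been seen. All 10 divisions of the 6 samples into 3 and 3 were fitted. The replicate numbers were not treated as pairs, because deviations from the group mean were hardly correlated between control and case replicates of the same number (0.063, 0.100, and -0.053).

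Co-expression modules and the KEGG and Gene Ontology analyses of the paper were not repeated, since the package for the modules and the gene lists of the pathways were not used here. Supplementary File S2 was held in part, so no overlap or enrichment was calculated on it. Measurements of the paper other than RNA sequencing were not analysed here. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9.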

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

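The test of RNAs without a poly(A) tail, the gene list of the 45S repeats, and the spread against which the scaling test was read were chosen only after the result was seen, and so were the mitochondrial and histone gene lists.

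A signal appeared in RNA that the paper does not discuss. The 8 genes that lie within 3 copies of the 45S ribosomal RNA repeat on chromosome 21 held 61.5, 50.8, and 142 counts scaled to library size (CPM, from the recovered reads) in control replicates 1, 2, and 3, and 373, 883, and 1414 in case replicates 1, 2, and 3, a ratio of the means of 10.5 (exact permutation test, two-sided, p = 0.1, the smallest possible). The 2 genes of 7SL RNA held 20.5 CPM in the control group and 119 in the case group, a ratio of 5.78 with no overlap (exact permutation p = 0.1). Replication-dependent histone genes held 573 CPM in the control group and 686 in the case group, a ratio of 1.20 with no overlap (exact permutation p = 0.1). Spliceosomal and other small RNA had a ratio of 1.44, but its values overlapped (exact permutation p = 0.3). Chance gives no overlap between 3 and 3 samples in 10% of cases.

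These RNAs have in common that most of them carry no poly(A) tail. Unequal removal or carry-over of such RNA between libraries would raise all 4 classes in the same libraries, and in 3 of the 4 classes every case library was above every control library. The largest values lay in case replicate 3 for the 45S repeats and in case replicate 2 for 7SL RNA. Removal of RNA that differs between the groups and an effect of TEPP-46 treatment on these RNAs cannot be told apart, because the paper's text does not name how RNA was selected for the libraries, and no label gives the libraries' batches. For the histone genes, length bias as the whole cause is excluded. Their median log2 fold change relative to all tested genes was 0.53 (11 of 35 upregulated DE genes, 31 of 35 higher, camera adjusted p = 1.8e-07 by limma), and after the length correction it was 0.38. Without that correction, the relative median stayed between 0.51 and 0.54 over the scalings of the libraries. Scaling by 1 factor per library hardly moves a relative median, so only quantile normalization (0.51) tested it. Not taken relative to all tested genes, the median was 0.53 as reported and 0.50 with quantile normalization. It was 0.46 with FPKM as deposited and 0.34 with TPM. Copies of the 45S repeat and of 7SL RNA are nearly identical, so reads could be shared between them. Sharing within a class does not change its sum. Reads shared with similar genes outside the class, or left out of the counting, could change it, and how such reads were counted is not known.

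Mitochondrially encoded genes, which the paper does not discuss, held 3.32% to 3.37% of the recovered reads in the control replicates and 4.28% to 4.65% in the case replicates, a ratio of 1.33 (exact permutation test, two-sided, p = 0.1). Of the 16 genes, 15 were higher, and 10 were upregulated DE genes. Their median was 0.52 above that of all tested genes (limma camera, adjusted p = 1.95e-07). Gene length bias is excluded as the whole cause, since the median was 0.37 after the length correction. Scaling between libraries is not excluded. With 1 factor per library, the median log2 fold change was 0.52 as reported, 0.44 with FPKM as deposited, and 0.32 with TPM. With quantile normalization it was 0.0475, with 8 of 16 genes higher, 3 upregulated DE genes and 1 downregulated, and this median is within the SD of 0.063 between the medians of the list in the case replicates. Of the 16 genes, 15 are among the 100 most abundant tested genes, whose values quantile normalization draws together between libraries. An effect of scaling that depends on expression level cannot be told apart from a change with TEPP-46 treatment, and this keeps the test open. A higher mitochondrial share in case libraries may also follow from differences in RNA quality, which was not tested.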

How the results depend on the processing

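The corrections for GC content, with and without gene length, voom on recovered reads, and clustering on all tested genes were chosen after the data had been seen, and all other alternatives were set before the data were examined. Voom ran on 13597 genes.

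The number of DE genes stayed within 1.5 times the reported 1792 with pseudocounts of 1 and 0.01, with a mean FPKM of at least 1, with FPKM as deposited, with quantile normalization, with robust estimation, with the replicate block, and with the gene length correction, where it ran from 1503 to 2034. With no filter, 27922 genes were tested and adjusted together, and 520 DE genes were left, 329 upregulated and 191 downregulated. Limma without the intensity trend gave 852 (436 upregulated and 416 downregulated), and the replicate block with the gene length correction gave 880 (550 and 330, with 44 extremely upregulated), and in both the cause was not tested. An adjusted p of at most 0.01 left 105 (74 and 31), which follows from the stricter threshold. The added settings gave more, 3153 DE genes after GC correction (1651 and 1502), 2762 after length and GC correction (1676 upregulated), and 2802 by voom (1507 downregulated), and the cause was not tested.

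Scaling between libraries changed the balance of directions. Without further scaling the median log2 fold change of the tested genes was -0.08, and 662 genes were upregulated. With TPM the median was -0.20, and there were 2764 DE genes, 381 upregulated and 2383 downregulated, of which 45 and 198 were extremely so. The upregulated share of the DE genes was 55.7% as reported, 37.1% and 13.8% with these 2 scalings, and 49.4% with quantile normalization. Shifting all genes down by these medians moves genes from upregulated to downregulated by construction. Extremely DE genes were 41 upregulated and 8 downregulated with a pseudocount of 1, which shrinks changes of weakly expressed genes, and 18 and 4 by the limma treat test, which is stricter by construction.

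Leaving out each sample in turn gave 69 to 3495 DE genes, 55 to 1813 upregulated and 14 to 1682 downregulated, with 32 to 96 extremely upregulated and 10 to 158 extremely downregulated. Without control replicate 1, 2, or 3 there were 105, 69, and 87 DE genes, of which 101, 66, and 83 were among the 1792, and without case replicate 3 there were 192. Fewer samples give the test less power, but without case replicate 2 there were 3495 and without case replicate 1 there were 2296. The higher numbers were not explained by sample number, and their cause was not tested apart from the tests on case replicate 2 below.

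All 8 gene lists kept the direction of their median and their side of the threshold in camera with each sample left out, except that the median of the heat shock list, which did not pass the threshold, ran from -0.038 to 0.025. Medians here are relative to all tested genes. With the correlation estimated from the data, the medians were the same, and none of the lists that had passed did so in limma camera: ribosomal protein 0.33 (adjusted p = 0.251), oxidative phosphorylation 0.26 (0.251), clathrin -0.25 (0.203), p53 0.45 (0.0665), integrated stress response 0.48 (0.0524), metallothionein 1.43 (0.0665), and NRF2 target genes 0.20 (0.149). In this setting the test uses a correlation estimated from 6 samples in place of 0.01. The clathrin list no longer passed in limma after the gene length correction (-0.054, adjusted p = 0.122), with the block added (-0.054, 0.181), or after length and GC correction (-0.071, 0.246). NRF2 target genes no longer passed with quantile normalization (0.056, limma camera adjusted p = 0.0619). The heat shock list passed as lower in case with FPKM as deposited (0.0037, limma camera adjusted p = 0.0461), quantile normalization (-0.19, 6.71e-05), TPM (0.0044, 0.00522), and fry (0.0063, 0.000633). The cause of the changes under quantile normalization and under fry was not tested.

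The upregulated share of chromosome 19 was 62.8% as reported and ran from 38.9% to 77.8% with single samples left out. It was reversed without case replicate 1, at 38.9% (Fisher's exact test, adjusted p = 0.00718), and passed the threshold without case replicate 2, at 76.5% (8.31e-12). It also passed after GC correction (66.7%, adjusted p of Fisher's exact test 0.000651), after length and GC correction (73.8%, 0.0032), and by voom (62.9%, 0.00112), where more DE genes were counted. In the other alternatives, which include 62.4% for DE genes with a mean FPKM of at least 1 alone, the adjusted p stayed above 0.05, at 0.0572 or more. The separation on the first principal component had an exact permutation p of 0.1 in every setting in which it was calculated, which says nothing of its stability, since no smaller p is possible. Its size ran from 33.2 to 132.

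Of 76 named genes, 74 were tested, 62 were DE genes as reported, and none reversed its direction as a DE gene. Of the 62, 32 were DE genes under every alternative set in advance for pseudocount, filter, scaling, test, block, and length, 25 without each sample in turn, and 25 under both. Calls were lost most often without control replicate 1 (36 genes), 2 (35), or 3 (31), without case replicate 3 (30), with no filter (28), and without the intensity trend (18). Calls were gained most often after GC correction (10), with TPM (9), without case replicate 2 (9), and by voom (9).

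Depth limits the weakest genes, and every case library held fewer recovered reads on genes than any control library. With each library thinned to 15359534 reads, 1715 DE genes were found, of which 1650 were among the 1792, so that the difference in depth is excluded as the source of most of them. Small changes are limited more by the test, since on simulated data limma recovered 8.5% of changes of 0.5 and voom 57.5%. Camera was not run with robust estimation, and the principal components were not calculated without the intensity trend, with robust estimation, with the replicate block with or without the length correction, or by voom, where the values they rest on are the same as reported or are not fitted in the same way.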

Differences from the paper's values

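Of 80 values of the paper for which one was calculated here, 8 differ by the limits used here. For counts, the limit is a ratio given in the next paragraph, so smaller differences are not among the 8. The corrections for GC content and voom on recovered reads were chosen after seeing the values, and all other settings named here were set before the data were examined.

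A count was taken to differ only when it was not within 1.5 times the paper's. Upregulated DE genes (998 here) and extremely downregulated DE genes (61) were fewer than in the paper but stayed within this limit. So did upregulated DE genes on chromosome 13 (11) and downregulated DE genes on chromosome 19 (32). Extremely upregulated DE genes (69) were more than in the paper, also within it. The paper reports 2902 DE genes, and 1792 were found here. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with a mean FPKM of at least 1 (2034), with TPM (2764), without case replicate 1 (2296), and without case replicate 2 (3495), and it was not with the other pseudocounts, no filter, FPKM as deposited, quantile normalization, no intensity trend, robust estimation, the replicate block, the gene length correction, both of these together, or without any one of the control replicates or case replicate 3. Of the first 1969 of the paper's DE genes in Supplementary File S2, 1945 were tested here, all 1945 changed in the paper's direction, and 420 were not DE genes here. The rest of that list, which includes *EGFR* and *TP53I3*, was not held and may contain its weaker genes. The shared direction and the counts of dropped genes therefore hold for the first 1969 alone. Of those tested in each setting, a mean FPKM of at least 1 dropped 232 and the setting without case replicate 2 dropped 111. TPM dropped 716 and the setting without case replicate 1 dropped 511. Both came closer in number to the paper but missed more of its listed genes. The settings chosen after seeing the values also came within 1.5 times, GC correction with 3153 DE genes (102 of the 1945 dropped), length and GC correction with 2762 (436 dropped), and voom with 2802 (4 dropped).

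For downregulated DE genes the paper's number is 1413, and 794 were found here. The alternatives that came within 1.5 times were a mean FPKM of at least 1 (946), FPKM as deposited (1124), and the settings without case replicate 1 (1075) and without case replicate 2 (1682), and the others set before the data were examined did not. FPKM as deposited dropped 598 of the 1945 listed DE genes. Chosen after seeing the values, GC correction gave 1502 (102 of the 1945 listed DE genes dropped), length and GC correction 1086 (436 dropped), and voom 1507 (4 dropped).

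On chromosome 19, the paper counts 111 upregulated DE genes, and 54 were found here. Only the setting without case replicate 2 (150) came within 1.5 times among those set before the data were examined. Settings chosen after seeing the values gave 132 with GC correction (102 of the 1945 listed DE genes dropped), 138 with length and GC correction (436 dropped), and 90 with voom (4 dropped). More upregulated than downregulated DE genes were found on this chromosome, as the paper states, except without case replicate 1 and with 2 scalings that lowered the upregulated share of all DE genes, FPKM as deposited (40.8% on the chromosome, 37.1% of all) and TPM (18.3% and 13.8%). On chromosome 13, the paper counts 28 downregulated DE genes, and 17 were found here. TPM (29) and the setting without case replicate 2 (34) came within 1.5 times, and the others set before the data were examined did not. Chosen after seeing the values, GC correction gave 24 (102 of the listed DE genes dropped), length and GC correction 19 (436 dropped), and voom 29 (4 dropped).

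The paper gives the log2 fold changes of the DE genes as ranging from -2 to 4. Here they ran from -3.35 (*SNORD116-2*, listed at 0 in every case replicate) to 6.06 (ENSG00000280614). Of the alternatives set before the data were examined, only a mean FPKM of at least 1 reached the paper's lower end (-2.01) and only a pseudocount of 1 came within the standard error of its upper end (4.86). The first 1969 DE genes of Supplementary File S2 themselves run from -2.08 to 8.92, so that the paper's own list passes beyond 4.

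The paper's first log2 fold change for *PPP1R15A* is 1.15, and 1.48 was found here. No setting brought the value within the error. A later sentence of the paper and Supplementary File S2 give 1.51, which does not differ from the value found here. For *SNORD3A*, Supplementary File S2 gives 2.64 as the paper's log2 fold change, and 2.41 was found here. Within the error of their own settings were a pseudocount of 0.01 (2.56), no filter (2.41), quantile normalization (2.48), and the settings without control replicate 1 (2.42), 2 (2.44), or 3 (2.38) and without case replicate 1 (2.66), and the others set before the data were examined were not. Voom, chosen after seeing the values, gave 2.51 and dropped 4 of the 1945 listed DE genes. Of the 61 values of single genes compared, these 2 differ, and over the listed genes the correlation of the log2 fold changes was 0.989.

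Of the genes the paper calls DE genes, 8 that the text names were not DE genes here, each with the direction the paper gives. The adjusted p by limma was 0.0723 for *TP53I3*, 0.0909 for *EGFR*, 0.0536 for *ACTB*, 0.0542 for *ACTG1*, 0.0566 for *ACTN4*, 0.0507 for *IQGAP1*, 0.0579 for *ZMAT3*, and 0.0692 for *EP300*. A mean FPKM of at least 1 and FPKM as deposited called *ACTB*, *ACTG1*, *ACTN4*, and *IQGAP1*, as did quantile normalization. TPM called all of the 8 except *TP53I3*. Robust estimation called *ACTB* and *IQGAP1*, a pseudocount of 1 called *IQGAP1*, and the replicate block called *IQGAP1* and *EP300*. The gene length correction, alone or with the block, called *ACTB* and *ACTG1*. Without case replicate 1, *ACTB*, *ACTG1*, and *ACTN4* were called, and without case replicate 2, all of the 8 except *ACTN4* were. Of the settings chosen after seeing the values, GC correction and voom called all 8 (102 and 4 of the 1945 listed DE genes dropped), and length and GC correction called *TP53I3*, *ACTB*, *ACTG1*, *ACTN4*, and *IQGAP1* (436 dropped).

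The paper has more extremely downregulated than extremely upregulated DE genes, and here there were 61 and 69. More were downregulated with FPKM as deposited (83 and 51), TPM (198 and 45), the gene length correction (60 and 50), the same with the replicate block (58 and 44), and without case replicate 2 (158 and 88). Chosen after seeing the values, voom gave 89 and 74 (4 of the 1945 listed DE genes dropped) and length and GC correction 65 and 53 (436 dropped). The paper places *IGFBP3* among genes with a log2 fold change of at least 1, and here it was 0.96 (1.02 with quantile normalization and 1.01 without control replicate 1). *PPP1R15A* and *HSPA8*, which the paper calls the most upregulated and downregulated, ranked 1 and 2 by p here, but other genes had larger log2 fold changes, such as *MALAT1* (2.84) and *GPRIN2* (-1.50). The adjusted p that the text of the paper gives for *GADD45A* equals the unadjusted p of Supplementary File S2. Reads in exons per library as given in the paper's Table 1 were larger than the recovered reads in each of the 6 libraries, by less than 1.5 times.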

Other observations

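Chosen only after the result was seen were the tests of the spread between case replicates, of length-dependent recovery, of length bias in the 7 gene lists of the main comparison that passed, of case replicate 2 as a mixed or wrongly labelled sample, and of the heat shock list, and the counts over other splits of the samples.

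All 10 splits of the 6 samples into 3 and 3 were fitted with limma. The real split had 1792 DE genes, 1 of the 9 others had 1, and the rest had 0, with 119 to 692 genes at an unadjusted p under 0.05 against 4495 in the real split. As many DE genes, upregulated, downregulated, extremely upregulated, or extremely downregulated, were found in 1 of 10 splits, the real one. A count over 10 splits cannot give a share under 0.1, so that this count alone cannot exclude chance. The difference in depth between the groups is excluded as the source of most of these genes, since 1715 DE genes were found at equal depth.

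Case replicate 2 lay nearer the control replicates on the first principal component, at 9.55 against 30.5 and 34.4 for case replicates 1 and 3, and the median of the ribosomal protein genes in it was 0.09 above the control mean, against 0.48 and 0.38. Without it there were 3495 DE genes. Untreated cells mixed into this sample would dilute every change alike. The median against the control mean was 0.09 in it, and 0.36 and 0.30 in case replicates 1 and 3, for oxidative phosphorylation genes. It was 0.16 against 0.26 and 0.27 for NRF2 target and 0.39 against 0.55 and 0.51 for p53 pathway genes. It was nearer for metallothionein genes (1.29 against 1.32 and 1.63) and lay between for the clathrin list (-0.15 against -0.13 and -0.28). The mitochondrially encoded genes, open to scaling, changed in it by 1.24 times their mean change in the other 2 case replicates. These unequal changes argue against mixing as the whole cause, but a smaller share is not excluded. The integrated stress response genes argue against an untreated sample with the wrong label. They lay 0.45 above the control mean in case replicate 2 and 0.46 above it in case replicate 3. That list was written after genes the paper called on these samples had been read, so the test was not independent of the label. A GC content trend that differs between libraries is excluded as the whole cause, since after GC correction its distance to the nearer of the other case replicates on this component was still 16.4, against 8.10 between these 2 (20.9 and 3.90 before). A smaller contribution of GC content stays open, and variation in the response to TEPP-46 treatment was not tested.

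The case replicates spread more than the control replicates, with a median SD of 0.19 against 0.09 on the log2 scale. A GC content trend that differs between libraries is excluded as the whole cause, since after GC correction the median SD of the case group was 0.152, a fall of 19.2%, still above the 0.0875 of the control group. Such a trend may explain part of it and the dependence of chromosome 19 on single case replicates. The upregulated shares without case replicate 1 and without case replicate 2 lay 37.7 percentage points apart, and 8.49 after GC correction. Against the control mean the correlation with GC content was 0.384, -0.240, and -0.083 in case replicates 1, 2, and 3, while control replicates 1, 2, and 3 against the other 2 gave 0.158, -0.213, and 0.048, so such trends were not limited to the case group.

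Longer genes had lower log2 fold changes. The rank correlation with exon length was -0.423 over 11265 protein-coding genes, and the median fell from 0.18 in the shortest of 5 equal groups (374 upregulated and 45 downregulated DE genes) to -0.23 in the longest (37 and 327). Against the control mean the correlation was -0.495, -0.180, and -0.393 in case replicates 1, 2, and 3, while control replicates 1, 2, and 3 against the other 2 gave -0.114, 0.219, and -0.108. GC content is excluded as the source, since the correlation was -0.421 with GC content held fixed. With the genomic span held fixed, it was -0.283. Length-dependent recovery of transcripts, as with degraded RNA or differences in fragment selection, may give such a trend. It cannot be told apart from an effect of TEPP-46 treatment on long genes, because the libraries differ in length trend within the control group by as much as case replicate 2 differs from it, and no measure of RNA quality was analysed here.

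Length bias alone would remove the change of a gene list after the length correction. It is excluded as the whole cause for the ribosomal protein genes, whose median relative to all tested genes was then 0.28, the oxidative phosphorylation genes (0.17), the p53 pathway genes (0.45), the integrated stress response genes (0.48), the metallothionein genes (1.28), and the NRF2 target genes (0.22). For the core clathrin endocytosis genes, the median went from -0.25 to -0.0541, a value consistent with length bias as the source of most of their decrease. A camera p as small was found in 3 of 10 splits for the ribosomal protein genes, in 4 of 10 for oxidative phosphorylation, in 2 of 10 for the clathrin list, and in 1 of 10 splits, the real one, for each of the other 5 lists, so that the count of splits, whose smallest share is 0.1, cannot by itself exclude chance for any of them. In each of the other splits counted for the ribosomal protein and oxidative phosphorylation genes, case replicate 2 was placed with 2 control replicates.

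The core clathrin endocytosis list (39 of 40 genes tested) was written because the paper reports endocytosis. It held 7 downregulated and 2 upregulated DE genes (*CLTA* 0.51 and *AP2S1* 0.45, named after their values were seen), 11 of the 39 were higher, and limma camera gave an adjusted p of 0.00284 and fry 0.00874. With adjustment over the list alone, 20 were called. Without control replicate 1, 2, or 3 or case replicate 3, the list held 0 DE genes by limma, with 11, 10, 15, and 11 genes lower at an unadjusted p under 0.05, and without case replicate 2 it held 14 downregulated. By voom 13 were downregulated.

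The 33 tested integrated stress response genes (34 listed) had a median of 0.48 above all tested genes, with 22 upregulated DE genes, 31 of 33 higher (limma camera, adjusted p = 2.35e-15; fry, 0.000182). When adjusted over this list alone, 24 were called. Some of its genes, such as *DDIT3*, *TRIB3*, *PPP1R15A*, and *SESN2*, are also among the genes the paper names, and the list was chosen after these had been read. There were 10, 7, and 8 upregulated DE genes without control replicates 1, 2, and 3 and 11 without case replicate 3. Of 9 metallothionein genes, 5 were tested and 4 were upregulated DE genes, also without each sample in turn, with a median of 1.43 (limma camera, adjusted p = 1.64e-06; fry, 0.000471). The same 4 were called with adjustment over the list alone. Reads could be shared between these genes. All 23 NRF2 target genes were tested, with a median of 0.20, 19 of 23 higher, and 4 upregulated DE genes (limma camera, adjusted p = 0.000387; fry, 0.00306). Within the list alone, 6 were called after adjustment. The NRF2 list held 1 upregulated DE gene without control replicate 1, 2, or 3 or case replicate 3, and 7 without case replicate 1. The 3 lists stayed higher under each scaling of the libraries relative to all tested genes, least for the NRF2 list with quantile normalization (0.056). Scaling by 1 factor per library hardly moves a relative median, so FPKM as deposited and TPM did not test this. Without this reference, the medians with TPM were 0.28 (integrated stress response), 1.23 (metallothionein), and 0.011 (NRF2). The NRF2 list then held 3 upregulated and 2 downregulated DE genes. A response of stress genes to TEPP-46 treatment is a hypothesis from the same data, and a difference between the culture or handling of the groups was not tested.

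The paper names 3 lower genes of the HSP70 family, *HSPA8*, *HSPA2*, and *HSPA1B*. A shift of reads from *HSPA1B* to *HSPA1A* is excluded as the source of the decrease of *HSPA1B*. The summed FPKM of *HSPA1A* and *HSPA1B* fell by 0.983 on the log2 scale, and *HSPA1A* itself had a log2 fold change of -0.80 (limma, adjusted p = 0.00909). A decrease of *HSPA1A* alone, with some of its reads counted on *HSPA1B*, would also lower both genes and is not excluded. Lower activity of the whole heat shock (HSF1) list could explain these decreases. The median of its 24 tested genes (26 listed) was 0.0063 relative to all tested genes, with 12 of 24 higher, and the mean was -0.16. Limma camera gave an adjusted p of 0.127 and fry 0.000633. The list itself contains *HSPA8*, *HSPA2*, *HSPA1B*, and *HSPA1A*, so its mean, its fry result, and its DE genes rest in part on the genes to be explained. Its 6 downregulated DE genes were these genes together with *HSPH1* (-0.44) and *DNAJB4* (-0.59). *HSPH1* and *DNAJB4* were named after their values were seen. No gene of the list was an upregulated DE gene by limma as reported or by voom, with 2 higher at an unadjusted p under 0.05. With the gene length correction, alone or with the replicate block, 1 was upregulated. GC correction, alone or with length, gave 4, and these settings were chosen after the data had been seen. Within the heat shock list alone, 7 were called after adjustment. There were 4, 3, and 3 downregulated DE genes without control replicates 1, 2, and 3, and 4 without case replicate 3, and without case replicate 1 there were also 4 upregulated. A change of the whole list cannot be told apart from a change of a few members, since members that go both ways leave a median near 0.

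Of the genes added from the discussion of the paper, *PKM* had a log2 fold change of -0.04 (limma, adjusted p = 0.821), and under the alternatives set in advance, apart from leaving out samples, it ran from -0.40 to 0.13. It was a downregulated DE gene with quantile normalization (-0.40, adjusted p = 0.0156) and TPM (-0.24, 0.042). *GAPDH*, the reference of the qRT-PCR, had 0.24 (limma, adjusted p = 0.124), with a range of -0.06 (quantile normalization) to 0.24 under the same alternatives, and it was a DE gene without case replicate 2 (0.31, adjusted p = 0.029) and with GC correction, chosen after the data had been seen (0.24, adjusted p = 0.0495). *HIF1A* had -0.34 (limma, adjusted p = 0.0812) and was a DE gene with TPM (-0.54), without case replicate 2 (-0.42), and, chosen after the data had been seen, with voom (-0.34, adjusted p = 0.0393), GC correction (-0.25), and length and GC correction (-0.26). *STAT3* had -0.61 (limma, adjusted p = 0.0149) and was not a DE gene without any one of the control replicates. *FN1* had -0.86 (limma, adjusted p = 0.0328) and was not a DE gene with no filter, with the replicate block, with the length correction (-0.50), with both, with length and GC correction (-0.50), without any one of the control replicates, or without case replicate 3. *TGFB1* had 0.04 (limma, adjusted p = 0.831). *PKLR* and *COL1A1* were not tested, since their mean FPKM was below 0.5.

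The largest increases among DE genes with a mean FPKM of at least 1 were those of ENSG00000280614 (6.06), *RNA5-8SN3* (4.60), *H4C1* (3.55), ENSG00000281181 (3.32), *MALAT1* (2.84), *H1-4* (2.54), *RN7SL3* (2.50), *RN7SL2* (2.49), and *SNORD3A* (2.41), together with ENSG00000253047, which was listed at 0 in every control replicate. *H4C1* was at 0 in control replicates 1 and 2 and *RNA5-8SN3* in control replicate 3, so the size of their change depends on the value added before the logarithm, with 1.40 and 3.06 when 1 was added and 5.79 and 5.77 when 0.01 was added. Of these, *H1-4*, *SNORD3A*, and ENSG00000253047 were DE genes without each sample in turn, and the others lost the call without case replicate 3 and without control replicate 1. The largest decreases were those of *MIR6075* (-2.00), ENSG00000259366 (-1.64), *MIR4664* (-1.56), *GPRIN2* (-1.50), *LINC01315* (-1.41), *HSPG2* (-1.38), *RNA5SP174* (-1.32), *TCAF1P1* (-1.28), ENSG00000275966 (-1.27), and *TGFB2-AS1* (-1.27). Only *GPRIN2* of them was a DE gene without each sample in turn, since *MIR4664* lost the call without control replicate 2 alone and the others without control replicate 1. Most of these 20 genes do not code for proteins. No explanation for single genes was tested.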
